# PRDM14 Drives OCT3/4 Recruitment via Active Demethylation in the Transition from Primed to Naive Pluripotency

**DOI:** 10.1016/j.stemcr.2016.10.007

**Published:** 2016-11-17

**Authors:** Naoki Okashita, Yoshiaki Suwa, Osamu Nishimura, Nao Sakashita, Mitsutaka Kadota, Go Nagamatsu, Masanori Kawaguchi, Hiroki Kashida, Ayaka Nakajima, Makoto Tachibana, Yoshiyuki Seki

**Keywords:** embryonic stem cells, epigenetics, reprogramming, primordial germ cells, DNA methylation, pluripotency, epiblast

## Abstract

Primordial germ cells (PGCs) are specified from epiblast cells in mice. Genes associated with naive pluripotency are repressed in the transition from inner cell mass to epiblast cells, followed by upregulation after PGC specification. However, the molecular mechanisms underlying the reactivation of pluripotency genes are poorly characterized. Here, we exploited the in vitro differentiation of epiblast-like cells (EpiLCs) from embryonic stem cells (ESCs) to elucidate the molecular and epigenetic functions of PR domain-containing 14 (PRDM14). We found that *Prdm14* overexpression in EpiLCs induced their conversion to ESC-like cells even in the absence of leukemia inhibitory factor in adherent culture. This was impaired by the loss of Kruppel-like factor 2 and ten-eleven translocation (TET) proteins. Furthermore, PRDM14 recruited OCT3/4 to the enhancer regions of naive pluripotency genes via TET-base excision repair-mediated demethylation. Our results provide evidence that PRDM14 establishes a transcriptional network for naive pluripotency via active DNA demethylation.

## Highlights

• PRDM14 converts from EpiLCs to ESCs in adherent culture
• EpiLC to ESC conversion by PRMD14 depends on KLF2 and TET-base excision repair pathway
• PRDM14 enhances the recruitments of OCT3/4 at pluripotent genes

## Introduction

Cells in the human body can be broadly classified as two major types, germline and somatic cells. The fusion of fully differentiated germ cells (i.e., sperm and oocyte) produces a totipotent zygote. Since all cells harbor the same genetic code, differentiation depends on the epigenetic state of each cell; germ cells reprogram epigenetic information during their specification, development, and maturation to acquire toti- or pluripotency. Germ cells in mice are specified from proximal epiblast cells that lack expression of some subsets of pluripotency genes such as *Nanog*, Kruppel-like factor 2 (*Klf2*), and T cell leukemia/lymphoma 1 (*Tcl1*), which are regulated by the transcription factors B lymphocyte-induced maturation protein 1 (BLIMP1), PR domain-containing 14 (PRDM14), and transcription factor AP-2 gamma (TFAP2C) (Nakaki et al., 2013, Ohinata et al., 2005, Ohinata et al., 2009, Weber et al., 2010, Yabuta et al., 2006, Yamaji et al., 2008). Specified PGCs reactivate pluripotency-associated genes and can be used to derive embryonic germ cells (EGCs) via stimulation with three cytokines, basic fibroblast growth factor (bFGF), stem cell factor (SCF), and leukemia inhibitory factor (LIF) (Matsui et al., 1992). Migrating PGCs in the hindgut replace repressive DNA methylation and H3K9 methylation marks with a repressive H3K27 trimethylation mark in their genome during migration (Seki et al., 2005, Seki et al., 2007). DNA demethylation occurs as a two-step process: the first demethylation wave occurs in a genome-wide manner during migration and a second wave occurs in a locus-specific manner, for example at germline-specific genes and imprinted loci at the time when PGCs arrive at the gonads (Seisenberger et al., 2012). CpG methylation marks can be removed via replication-dependent and independent mechanisms (Wu and Zhang, 2010). The former is regulated by inhibition of DNA methyltransferase activity during de novo DNA synthesis, whereas the latter (also known as active demethylation) is triggered by oxidation of 5-methylcytosine catalyzed by ten-eleven translocation (TET) proteins, which is followed by base excision repair (BER) (Hackett et al., 2012). PGCs use both active and passive demethylation to erase genome-wide methylation marks (Hajkova et al., 2008, Kagiwada et al., 2013, Kawasaki et al., 2014, Ohno et al., 2013, Popp et al., 2010). Global hypomethylation is induced in the transition from metastable embryonic stem cells (ESCs) cultured with serum plus LIF to ground-state ESCs cultured with 2i plus LIF, which is similar to the first wave of DNA demethylation in migratory PGCs (Ficz et al., 2013).

We have previously shown that PRDM14 is transiently expressed in the inner cell mass (ICM) of blastocysts at embryonic day 3.5 (E3.5) and reactivated in specifying PGCs at approximately E6.25 (Yamaji et al., 2008). Knockout (KO) studies have demonstrated that expression of *Prdm14* in the ICM is required for priming of the epiblast cells for proper somatic differentiation (Payer et al., 2013), and that expression of PGCs is critical for establishment of the germline in mice (Yamaji et al., 2008). Furthermore, induction of PRDM14 in epiblast-like cells (EpiLCs) induced from ESCs is sufficient for PGC-like cell (PGCLC) induction in aggregate culture (Hayashi et al., 2011). KO and overexpression studies of *Prdm14* suggest that PRDM14 is a critical determinant for PGC specification in mice. However, recent studies regarding human PGC induction from pluripotent cells have clarified a difference in expression of *Prdm14* between mice and humans during the transition from pluripotent cells to PGCs (Irie et al., 2015, Sasaki et al., 2015). Interestingly, *PRDM14* is consistently expressed at moderate levels in pluripotent cells, i.e., primitive streak cells, which are precursors of PGCs in human, and PGCs, suggesting that PRDM14 is not a critical determinant for PGC specification in humans.

Here, we exploited adherent culture of EpiLCs in which *Prdm14* expression is controlled by doxycycline (Dox) to reveal the molecular and epigenetic function of PRDM14 during the transition from epiblast cells to PGCs in mice. We showed that inducing *Prdm14* expression in EpiLCs in adherent culture promotes pluripotency and self-renewal, resulting in conversion from EpiLCs to ESC-like cells (ESCLCs).

## Results

### PRDM14 Overexpression Converts EpiLCs to ESC-like Cells

*Prdm14* is expressed in proximal epiblast cells at around E6.5 that constitute PGC precursors in mice. In three-dimensional aggregate culture of EpiLCs, PRDM14 has been shown to be sufficient to induce PGCLCs (Nakaki et al., 2013). To exclude the effect of cell-cell contact in three dimensions and investigate the direct function of PRDM14 in PGC development, we exploited adherent culture of EpiLCs, in which *Prdm14* expression was controlled by Dox treatment (ROSA-Tet-off [Figures 1 and 5] and piggyBac Tet-on [Figures 2, 3, 4, and 6]) (Figures 1A and 1B) (Hayashi et al., 2011). ESCs were transferred onto fibronectin and stimulated with bFGF and activin A in N2B27 medium containing 1% KO serum replacement (KSR), and 2 days after EpiLC induction, *Prdm14* expression was induced by removal of Dox in Glasgow minimum essential medium containing 15% KSR (GK15), which is the basic medium used for PGCLC induction (Figures 1C and 1D) (Ohinata et al., 2009). The morphology of EpiLCs expressing *Prdm14* changed from flattened to small, compact colonies, and the cells regained alkaline phosphatase (AP) activity to a degree similar to that of ESCs, which was associated with the reactivation of pluripotency genes (Figures 1E and 1F). Interestingly, the expression of early PGC markers in EpiLCs expressing PRDM14 was comparable with that in ESCs, and we were able to expand EpiLCs expressing PRDM14 at multiple passages, which clearly indicates that PRDM14 induction in EpiLCs does not induce PGCLCs (Figure S1A). To evaluate the self-renewal capacity and pluripotency of *Prdm14*-expressing EpiLCs, we assessed colony formation along with AP activity in ESCs grown at low density under standard culture conditions (serum plus LIF). The number of AP-positive colonies was higher for EpiLCs overexpressing PRDM14 than for control EpiLCs (Figure 1G). Interestingly, despite the absence of LIF, we were able to expand PRDM14-expressing EpiLCs several times, and these cells retained expression of pluripotency genes except for *Klf4*, which is a direct target of LIF signaling (Figure S1B). Moreover, the cells formed three germ layers in the subcutaneous region of nude mice, indicating that PRDM14 expression confers self-renewal capacity and pluripotency in EpiLCs independent of LIF signaling (Figure 1H).

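Transcript levels were measured on Affymetrix mouse array strips, with 1 array per condition, in undifferentiated ESCs, in EpiLCs (d2), in EpiLCs (d4) that went on to day 4 without PRDM14, and in EpiLCs + PRDM14. By the design of the study, the transgene was to be switched on in EpiLCs + PRDM14 from day 2 to day 4. The cells come from E14tg2a, a mouse ESC line, and carry a doxycycline-inducible *Prdm14* cassette placed by the piggyBac transposon. The EpiLC cultures of this comparison also carry a scramble shRNA, the control for the *Tet1*/*Tet2* knockdown. The authors normalized the scans by robust multi-array average (RMA), and the deposited values are on the log2 scale, so every difference given here is a log2 difference. Each array holds 45037 probe sets besides the controls, of which 28898 carry 1 gene symbol, 551 carry several and 15588 are not named here. A gene is given by its brightest probe set, the probe set with the highest mean over the 6 arrays of the series. The single array per condition leaves no replicate check, so a gene is called higher or lower at 1.5-fold, the threshold of the paper, without a p-value. In simulated arrays with the spread of these ones, 51.0% of probe sets with a true 1.5-fold increase passed this threshold, and 99.5% of those with a 2-fold increase. For a list of genes, the median difference is set among the medians of 10000 random lists of as many genes with similar mean signals, and this percentile describes these arrays and no other cultures. The housekeeping list, 11 genes such as *Gapdh* and *Actb* that serve as references, had a median difference of 0.03 between EpiLCs + PRDM14 and EpiLCs (d2) with no member past 1.5-fold, and 3 of its genes also belong to another list. The only *Prdm14* probe set read 6.96 in ESCs, 5.04 in EpiLCs (d2), 5.18 in EpiLCs (d4) and 4.95 in EpiLCs + PRDM14. In the arrays labelled *Tet1*/*Tet2* KD it read 4.84 at day 2 and 4.70 with PRDM14, so it was not raised in either array named + PRDM14, and that name is the label of the arrays throughout. The paper describes a FLAG-*Prdm14*-IRES-Neo cassette, and whether its transcript holds the sequence of this probe set was not examined. It states that PRDM14 levels with and without doxycycline were determined by RT-qPCR and Western blot. Its Fig. 4A shows RT-qPCR of *Prdm14* in conditions of the same names, in WT and *Tet1*/*Tet2* KD backgrounds. Whether this RNA was that of the arrays is not stated, so neither settles the state of these arrays.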

To determine the transcriptional dynamics in PRDM14-expressing EpiLCs, we performed a microarray analysis using total RNA from ESCs, EpiLCs at day 2 (d2), EpiLCs + PRDM14, and EpiLCs (d4). 

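Between ESCs and EpiLCs (d2), the genes of naive pluripotency and of the primed epiblast lay on opposite sides. Of 24 measured genes of naive pluripotency, 15 were higher in ESCs and 2 were lower, with a median difference of 1.35. Among the genes with the largest differences were *Klf4*, which encodes a Krüppel-like transcription factor of the naive network (3.96), *Plagl1*, an imprinted zinc-finger gene (3.63), *Crygd*, a crystallin gene (3.47), *Jam2*, which encodes a junctional adhesion molecule (3.32), and the homeobox gene *Crxos* (3.28). *Aqp3*, which encodes a channel for water and glycerol, was higher in ESCs by 2.88 at its brightest probe set and by 4.56 at another, *AI662270* by 3.22 and 3.81, and *Pramel6* by 0.78 and 2.93. Of 25 genes of the primed epiblast, 13 were lower in ESCs and none was higher, with a median of -0.71. *Pou3f1*, which encodes OCT6, had the largest difference (-4.11), followed by the kinase gene *Pkdcc* (-3.27), the carboxypeptidase gene *Cpe* (-3.23) and *Dusp4*, a phosphatase gene induced by ERK signalling (-3.11). Also lower were *Gadd45g* (-2.88), *Esrp1*, a regulator of epithelial splicing (-2.86), *Prom1* (-2.64), the ephrin gene *Efnb2* and the imprinted *Phlda2* (both -2.59), and the forkhead gene *Foxp1* (-1.85 at its brightest probe set and -2.65 at another). In all, 829 probe sets were past 1.5-fold higher in ESCs than in EpiLCs (d2) and 760 lower, whereas against EpiLCs (d4) the counts were 1063 and 1379, and against EpiLCs + PRDM14 they were 709 and 928. Over all probe sets, the Pearson correlation of EpiLCs + PRDM14 was 0.988 with ESCs, 0.991 with EpiLCs (d2) and 0.992 with EpiLCs (d4). ESCs had a correlation of 0.989 with EpiLCs (d2) and of 0.983 with EpiLCs (d4), and the EpiLC cultures of days 2 and 4 one of 0.993. Average linkage on 1 minus these correlations first joined EpiLCs (d2) and EpiLCs (d4) at a height of 0.00715, then EpiLCs + PRDM14 at 0.00864, and ESCs last at 0.0131. Correlations across probe sets are not replicates, and the order of such close values was not tested.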

Unsupervised hierarchical clustering revealed that the global gene expression profile of EpiLCs + PRDM14 was more similar to that of ESCs than that of EpiLCs (Figure 2A). 

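With PRDM14, genes of naive pluripotency were higher in EpiLCs than at day 2 and genes of the primed epiblast lower. Of the 24 measured naive genes, 15 were higher in EpiLCs + PRDM14 than in EpiLCs (d2) and only *Manba*, which encodes a lysosomal mannosidase, was lower (-1.13). Their median difference of 0.92 was above those of all random lists, although the paper itself names 13 of them and 7 stand in another list. *Jam2* was higher by 2.56, *Fbxo15*, an F-box gene of undifferentiated cells, by 1.79, and *Eras*, which encodes an ESC-expressed Ras protein, by 0.62. The largest increases of single probe sets were those of *Calcoco2*, an autophagy receptor gene (3.09), *Gm5039* (3.01), *Slc6a15*, a transporter gene for neutral amino acids (3.00), *Id3*, an inhibitor of DNA-binding factors that answers to BMP (2.97), *Aqp3* (2.89) and *Plac8* (2.83). *Kitl*, the gene of the KIT ligand, was higher by 2.53 at one probe set but by 0.09 at its brightest. *Pou3f1* had the largest decrease (-3.37), ahead of *Cpe*, which encodes a prohormone-processing carboxypeptidase (-3.23), the carbonyl reductase gene *Cbr3* (-2.73), *Pkdcc* (-2.50), the kinase gene *Pim2* (-2.48), the transcription factor gene *Sox4* (-2.29) and the homeobox gene *Zfhx3* (-2.06, and -1.13 at its brightest probe set). *Dusp6*, an ERK phosphatase gene, was at -1.12 and *Car4*, a carbonic anhydrase gene, at -0.79. In total 873 probe sets of 559 genes were higher past 1.5-fold and 587 probe sets of 391 genes were lower. Simulated arrays without any effect gave 46.7 and 46.2. They hold the spread of these arrays and no difference between cultures, which 1 array per condition cannot give. The simulated counts are therefore not a rate of false calls. At 2-fold, 314 probe sets were higher and 147 lower. Of the genes labelled in Fig. 2B, 12 of 13 on the upper side were higher and 10 of 11 on the lower side were lower, and *Sox2* at 0.54 and *E2f2* at -0.22 were the exceptions. These labelled genes were picked in the study from the same arrays and are not independent of it. Compared with EpiLCs (d4), which had spent as many days in culture, 348 of the 873 probe sets were higher (39.9%) and 282 of the 587 lower (48.0%). The list medians of other lineages were small, the largest being that of the trophoblast list. The median was 0.02 for 20 endoderm genes, of which 3 such as *Lamb1* (0.94), a laminin gene, were higher. It was 0.02 for 17 fibroblast genes, of which 2 such as *Dcn* (-0.62) were lower. Among 13 neural genes, with a median of 0.00, the tubulin gene *Tubb3* was higher by 2.31. For 19 genes of the primitive streak and mesoderm the median was -0.03, and 1 of them, *Bmp4*, was higher (0.63). For 15 trophoblast genes it was 0.16, at percentile 99.9, with the keratin genes *Krt7* (0.68) and *Krt8* (0.70) past 1.5-fold, and that median was -0.06 against EpiLCs (d4).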

Scatterplots of EpiLCs (d2) and EpiLCs + PRDM14 showed that 669 genes, including those associated with pluripotency, were upregulated, and 480 genes, including those encoding DNA methyltransferases or associated with differentiation, were downregulated by *Prdm14* expression in EpiLCs (Figure 2B). Unsupervised hierarchical clustering of genes up- or downregulated by PRDM14 in EpiLCs formed four clusters (Figure 2C). 

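Average linkage on Pearson correlations over the 4 arrays divided the higher probe sets into cluster 1, with 645 probe sets of 424 genes, and cluster 2, with 228 probe sets of 143 genes. The lower probe sets fell into cluster 3, with 227 probe sets of 159 genes, and cluster 4, with 360 probe sets of 236 genes. Of the genes printed beside the clusters in Fig. 2C, cluster 1 held 8 of 9, among them the germ cell genes *Tfap2c*, *Dppa3*, *Tdrd5*, *Rhox6* and *Rhox9* together with *Klf2*. The missing gene was *Ddb1*, which takes part in DNA damage recognition and ubiquitination and was higher by 0.58, short of the threshold. Cluster 2 held 8 of 8, including *Tcl1*, *Nanog*, *Klf4* and *Nr0b1*. In cluster 3 were 4 of 5 printed genes with a probe set here. These were *Uhrf1*, *Dnmt3l* and the cyclin gene *Ccne1*, and the cell cycle transcription factor gene *E2f2* by a probe set at -0.95 that is not its brightest. *Ccne2* (-1.24), another cyclin gene of S-phase entry, went to cluster 4. All 6 measured genes that the figure prints beside cluster 4 were in it, among them *Dnmt3a*, *Dnmt3b* and *Otx2*. The sizes depend on the linkage, since complete linkage put 347 probe sets in cluster 1 and 526 in cluster 2. The printed genes were chosen in the study from the same arrays.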

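Cluster 1 held germ cell genes such as *Tfap2c* together with the naive gene *Klf2*, and cluster 2 held naive genes such as *Nr0b1* together with the germ cell receptor gene *Kit*. In cluster 1, the mean signal was 6.53 in ESCs, 6.41 in EpiLCs (d2), 7.42 in EpiLCs + PRDM14 and 7.07 in EpiLCs (d4). Its germ cell genes were close in ESCs and EpiLCs (d2), with ESC-minus-EpiLC differences of 0.12 for *Rhox6*, a homeobox gene of the reproductive cluster, -0.02 for *Ifitm1*, which encodes an interferon-inducible transmembrane protein, and 0.03 for *Tdrd5*, a tudor domain gene, while *Dppa3*, an oocyte and germ cell factor gene, was lower in ESCs (-0.77) and *Ifitm3* higher (0.82). In cluster 2, the mean signal was 8.05 in ESCs, 6.66 in EpiLCs (d2), 7.66 in EpiLCs + PRDM14 and 6.78 in EpiLCs (d4). Here *Nr0b1*, an orphan nuclear receptor gene of the naive network, was higher in ESCs by 1.73, *Eras* by 1.47 and *Zfp42*, which encodes REX1, by 1.41. Of the 873 probe sets higher with PRDM14, 292 (33.4%, Wilson interval 30.4 to 36.6) were also higher in ESCs than in EpiLCs (d2), 539 lay within 1.5-fold and 42 were lower. Both differences use the array of EpiLCs (d2), and part of the excess may come from this shared array. Simulated arrays without any effect gave 10.0%, and lists drawn independently would share 16.1 probe sets. Measured against EpiLCs (d4), 192 of the probe sets were higher in ESCs (22.0%), where independent lists would share 20.6. Between days 2 and 4 without PRDM14, 315 of the 873 were higher as well (36.1%).

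**Figure D1:**
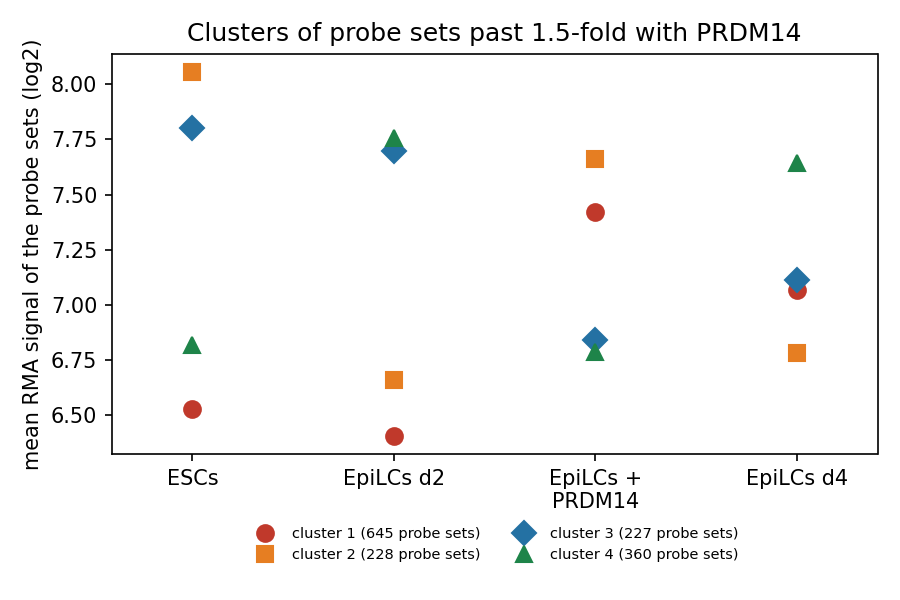
Mean log2 RMA signal of the probe sets of clusters 1 to 4, on the vertical axis, in ESCs, EpiLCs (d2), EpiLCs + PRDM14 and EpiLCs (d4), 1 array each. Clusters 1 and 2 lie higher with PRDM14 than in EpiLCs (d2), at 7.42 and 7.66, and clusters 3 and 4 lie lower.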

Genes in cluster 1 did not show a significant change in the transition from ESCs to EpiLCs, but were upregulated thereafter, whereas cluster-2 genes showed downregulation from ESCs to EpiLCs, followed by upregulation. Genes in cluster 3 showed relatively high expression from ESCs to EpiLCs followed by downregulation, whereas those in cluster 4 showed upregulation from ESCs to EpiLCs before subsequent downregulation. 

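Cluster 3 held *Uhrf1*, *Dnmt3l* and *Ccne1*, and cluster 4 held epiblast genes such as *Otx2*, *Foxd3* and *Pou3f1* besides cell cycle genes such as *Ccne2* and *E2f7*. In cluster 3 the mean signal was 7.80 in ESCs, 7.70 in EpiLCs (d2), 6.84 in EpiLCs + PRDM14 and 7.11 in EpiLCs (d4). *Uhrf1*, the gene of the cofactor that brings DNMT1 to replicated DNA, was within 0.07 of its day 2 level in ESCs, *Dnmt3l* was at -0.33, and *Gins2*, a replication helicase gene, was lower with PRDM14 by -0.73. *Ccne1*, which encodes cyclin E, was at -0.68 with PRDM14 and at -0.77 in EpiLCs (d4), so that EpiLCs + PRDM14 was 0.10 above the culture of the same day. In cluster 4 the mean was 6.82 in ESCs, 7.76 in EpiLCs (d2), 6.79 in EpiLCs + PRDM14 and 7.64 in EpiLCs (d4). *Gja1*, which encodes the gap junction protein connexin 43, was lower in ESCs by -1.27 and with PRDM14 by -2.35, and the homeobox gene *Six4* by -0.80 and -0.79. The dimmest probe set of *Gja1* was within the threshold in both (-0.11 and -0.29), and its remaining ones were past it. The other probe set of *Six4* was within it too (-0.34 and -0.25). Among the 587 lower probe sets, 270 (46.0%, interval 42.0 to 50.0) were lower in ESCs too, 281 lay within 1.5-fold and 36 were higher. The simulated value for the shared EpiLC (d2) array was 10.4% and the number for independent lists 9.91, so a part of this overlap may also come from that array. Against EpiLCs (d4), 187 were lower in ESCs (31.9%), where independent lists would share 18.0. Across all probe sets, the difference of EpiLCs + PRDM14 from EpiLCs (d2) and the difference of ESCs from EpiLCs (d2) had a covariance of 0.0288, where the simulated arrays gave 0.0113, and a correlation of 0.43 against a simulated 0.50. Without a shared array, the correlation of the PRDM14 difference with ESCs minus EpiLCs (d4) was -0.00195. Any change from day 2 to day 4 without PRDM14 enters these differences with opposite signs and lowers this value. The simulated 0.50 comes from the shared array alone. Neither correlation therefore decides whether the profile moved toward that of ESCs. Only 143 of the 587 (24.4%) were lower in EpiLCs (d4) as well.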

According to gene ontology (GO) functional annotations, stem cell maintenance (e.g., *Tcl1*, *Nanog*, *nuclear receptor subfamily* [*Nr*]*5a2*, and estrogen-related receptor β [*Esrrb*]), and DNA methylation (e.g., *Dnmt3a*/*b*) genes were enriched in clusters 2 and 4, respectively (Figures 2C and 2D). 

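The stem cell maintenance genes *Tcl1*, *Nanog*, *Nr5a2* and *Esrrb* were in cluster 2, and all 4 were higher with PRDM14, with a median difference of 1.92. *Esrrb*, which encodes an orphan nuclear receptor of the naive network, was at 8.52 in ESCs, 6.92 in EpiLCs (d2), 6.46 in EpiLCs (d4) and 8.10 in EpiLCs + PRDM14, and its second probe set, dim in all arrays, was higher by 0.44. *Nanog*, the gene of the homeodomain factor of ground-state cells, was at 10.32 in ESCs and 7.91 in EpiLCs (d2), and at 10.25 with PRDM14. Both de novo methyltransferase genes were in cluster 4. *Dnmt3b* was at 11.47 in EpiLCs (d2) and 11.70 in EpiLCs (d4) but at 9.37 with PRDM14, a difference of -2.10 from day 2, below its 10.34 in ESCs. *Dnmt3a* was at 9.75 in EpiLCs (d2) and 8.96 with PRDM14, above its 8.18 in ESCs. Of 14 core pluripotency genes, which naive and primed cells share, 3 were lower and none was higher past 1.5-fold, namely *Dnmt3l*, *Epcam*, which encodes an epithelial adhesion molecule (-0.77), and the zinc-finger gene *Zfp281* (-0.61). *Pou5f1*, which encodes OCT3/4, was within the threshold at 0.23. The median of the list was 0.25 nonetheless, at percentile 99.98, and 0.17 with 3 genes higher and 4 lower relative to EpiLCs (d4), and the paper names 8 of its genes. The ontology enrichment itself was not computed here.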

PRDM14 overexpression in epiblast stem cells (EpiSCs) partially activated pluripotency genes without inducing their conversion to ESCs, even in the presence of LIF (Gillich et al., 2012). To identify candidate genes regulated by PRDM14 that can account for the difference between EpiLC and EpiSC conversion to ESCs, we compared the top 1,000 probes that were differentially upregulated by PRDM14 overexpression in EpiLCs and EpiSCs according to published data (Gillich et al., 2012). Critical pluripotency factors such as *Tcl1*, *Nanog*, *Nr5a2*, transcription factor CP2-like 1 (*Tfcp2l1*), and *T-box 3* (*Tbx3*) were upregulated by PRDM14 in EpiLCs but not in EpiSCs (Figure 2E), suggesting that differences in the epigenetic landscape of pluripotency-associated genes between EpiLCs and EpiSCs may be critical for their activation by PRDM14. 

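All 5 pluripotency factor genes were higher in EpiLCs + PRDM14 than in EpiLCs (d2), with a median difference of 1.49. *Tcl1*, which encodes a coactivator of the AKT kinase, was higher by 2.6 and *Nanog* by 2.34. *Nr5a2*, the gene of an orphan nuclear receptor that can drive *Pou5f1*, was higher by 1.49, and *Tfcp2l1*, a target of LIF-STAT3 signalling in naive cells, by 1.10. *Tbx3*, a T-box gene of the naive network, was higher by 0.74 at its brightest probe set, by 1.01 at another and by 0.05 at the third. Against EpiLCs (d4), the differences were 2.68 for *Tcl1*, 1.82 for *Nanog*, 1.50 for *Nr5a2*, 1.01 for *Tfcp2l1* and 0.47 for *Tbx3*. Of the genes that Fig. 2E places in EpiLCs alone, all 15 with a probe set here were past 1.5-fold higher than in EpiLCs (d2). Among them were *Zscan4a*, a zinc-finger gene of the 2-cell-like state (2.19), and the germ cell receptor gene *Kit* (0.63). Against EpiLCs (d4), 9 of the 15 were past 1.5-fold higher. *Zscan4a* was short of it, at 10.79 in EpiLCs (d4) and 11.25 in EpiLCs + PRDM14. Of the genes placed in both EpiLCs and EpiSCs, 2 of 3 passed relative to EpiLCs (d2), *Klf2* and *Esrrb* (1.18), and all 3 relative to EpiLCs (d4). EpiSC arrays are not analysed here, and the gene lists of the figure come from the study itself. From the difference between EpiLCs and EpiSCs, the paper proposes that the epigenetic state of the pluripotency-associated genes may be critical for whether PRDM14 can activate them.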

In the case of genes downregulated by PRDM14, epigenetic modifiers controlling DNA and H3K9 methylation—including *Dnmt3a*, *Dnmt3l*, *ubiquitin-like PHD* and *RING finger domain-containing protein 1* (*Uhrf1*), *helicase lymphoid-specific* (*Hells*), and *suppressor of variegation 3–9 homolog 1* (*Suv39h1*)—were downregulated by PRDM14 only in EpiLCs (Figure S2A), which may be necessary for the establishment of an epigenetic background that ensures the conversion from EpiLCs to ESCLCs.

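Of 10 measured genes of DNA methylation, 4 were lower with PRDM14, namely *Dnmt3a*, *Dnmt3b*, *Dnmt3l* and *Uhrf1*, and none was higher. *Dnmt3l*, the gene of the catalytically inactive partner of the de novo enzymes, was at -1.02 relative to EpiLCs (d2). *Dnmt3a* was at -0.79 at its brightest probe set and between -0.92 and -0.44 at the others. Both probe sets of *Uhrf1* gave -0.66. *Hells*, which encodes a chromatin remodeller needed for DNA methylation, was at -0.57 at its brightest probe set, just short of 1.5-fold, at -0.84 at another and at 0.04 at the third. The DNA methylation list had a median of -0.38, below all random lists. The maintenance enzyme gene *Dnmt1* was at -0.04. The paper names 5 of these genes and 3 stand in another list. The median of 16 genes of H3K9 methylation was -0.01, at percentile 55.0, and none was lower past the threshold. *Suv39h2*, which encodes an H3K9 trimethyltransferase, was at -0.48. *Cbx5*, the gene of the H3K9 reader HP1α, was higher at its brightest probe set (0.77), the only 1 of its 5 past the threshold. *Suv39h1* is not analysed here, and the EpiSC side of the comparison is not covered by these arrays. Relative to EpiLCs (d4), the methylation list had a median of -0.18, with 2 of 10 lower past the threshold.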

We used adherent EpiLC cultures to investigate the function of PRDM14 while excluding the effects of three-dimensional cell-cell contact. EpiLCs expressing PRDM14 could be expanded for long time periods, implying that EpiLCs were not induced to become PGCLCs under our culture conditions. In contrast, forced expression of PRDM14 in aggregate EpiLC cultures induced PGCLCs but not ESCLCs (Nakaki et al., 2013). Germ cell specification consists of two major events: the acquisition of potential pluripotency (by reactivation of genes such as *Nanog*, *Klf2*, and *Tcl1*) and of germ cell character (by activation of *Blimp1*, *Nanos3*, and *dead-end protein homology 1*) (Kurimoto et al., 2008, Yamaji et al., 2008). The difference in cell fate between PRDM14-expressing EpiLCs grown as adherent or aggregate cultures suggests that acquisition of pluripotency is directly controlled by PRDM14, while three-dimensional cell-cell interactions between EpiLCs are required for the induction of germ cell characteristics, including the activation of germline-specific genes. A recent analysis of global gene expression in the differentiation of ESCs to EpiLCs and of EpiLCs to PGCLCs identified genes that were enriched in ESCs, EpiLCs, and d2 and d6 PGCLCs (Kurimoto et al., 2015). We compared the characteristics of EpiLCs expressing PRDM14 grown under our culture conditions with ESC highest genes, d6 PGCLCs, and EpiLC highest genes in a Venn diagram. 

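In adherent EpiLCs, genes of naive pluripotency such as *Klf4* and 8 of 15 early germ cell genes were higher with PRDM14 than at day 2, and none of 23 genes of the late germ cell list was. All 11 genes that Fig. 2F marks as highest in ESCs and activated were past 1.5-fold higher, with a median of 1.31, but the paper drew that mark from these same arrays, so the count is not independent evidence. *Klf4* was higher by 2.00 at its brightest probe set and by 0.62 at its other. *Nr0b1* was higher by 1.90, *Klf2*, another Krüppel-like factor gene, by 1.31, and *Zfp42* by 1.31. *Lifr*, the gene of the LIF receptor, was higher by 0.65 at its brightest probe set but was at 0.05 and -0.11 at its others. The early germ cell list, with 1 member lower, had a median of 0.59 above all random lists, but of 0.16 with 5 of 15 higher relative to EpiLCs (d4). *Tfap2c*, which encodes the AP-2γ factor of germ cell specification, was higher by 1.99 at its brightest probe set and 2.61 at its other, *Dppa3* by 1.91 and *Ifitm3*, a surface marker of nascent germ cells, by 1.78. The lower gene was *Rhox5* (-1.0). *Rhox6* (1.39), *Rhox9* (1.09) and *Ifitm1* (1.09) were higher than in EpiLCs (d2) but lay at -0.10, -0.09 and -0.09 relative to EpiLCs (d4). *Prdm1*, which encodes BLIMP1, differed by 0.14. In the late list, which holds genes of meiosis and piRNA silencing, 2 were lower, *Mael* (-1.01) and *Stk31* (-0.70), and the RNA-binding protein genes *Dazl* (0.24) and *Piwil2* (0.29) were within the threshold, but past it relative to EpiLCs (d4), by 1.51 and 0.77. The late list had a median of -0.04, and of 0.17 with 3 genes higher relative to EpiLCs (d4). The paper names 10 of the early and 7 of the late genes. Among the genes that Fig. 2F marks as highest in d6 PGCLCs, 10 of the 12 measured of those it marks as activated were higher. Of those it marks as not activated, 0 of 16 were. *Baz2b* was at 1.30, *Zfp462* at 0.90 and *Baz2a* at 0.71. The dimmer probe sets of *Baz2b* gave 0.25, 0.04 and -0.23, and those of *Zfp462* 1.04 and -0.07. *Sin3b* was just short at 0.57, *Mov10* was at -0.05 at its brightest probe set and at 0.66 at another, and *Tead1* (0.62) was at -0.12 relative to EpiLCs (d4).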

The majority of transcription factors critical for ESC pluripotency among ESC highest genes were upregulated by PRDM14 in adherent EpiLC cultures, while genes most highly expressed in d6 PGCLCs were generally not upregulated by PRDM14 in these cultures including *Blimp1* (*Prdm1*), a critical determinant of germ cell specification (Ohinata et al., 2005) (Figures 2F and 2G). These findings led us to speculate that a combination of *Prdm14* induction and three-dimensional cell-cell contact is necessary for the induction of *Blimp1* expression in EpiLCs. To clarify the response of EpiLCs to PRDM14 induction in aggregate culture and adherent culture, we established PRDM14-inducible ESCs carrying two reporters, *Blimp1-mVENUS* (BV) and *stella-eCFP* (SC) (BVSC), and monitored the fluorescence of mVENUS and eCFP in different culture conditions (Hayashi et al., 2011). At 2 days after PRDM14 induction in EpiLCs at aggregate culture, the aggregates showed both BV and SC expression (Figure 2H), which provides evidence of PGCLC induction, as shown in a previous study (Nakaki et al., 2013). By contrast, adherent-cultured EpiLCs expressing PRDM14 showed no BV expression and weak SC expression, which is consistent with the expression profile in ESCs (Hayashi et al., 2011). *Blimp1* is upregulated by the mesoderm marker gene *T* (*Brachyury*) (Aramaki et al., 2013). We therefore compared *T* expression levels in adherent and aggregate EpiLC cultures. Interestingly, *T* was only upregulated in EpiLC aggregate cultures both with and without *Prdm14* induction (Figure 2G), suggesting that three-dimensional cell-cell interactions are required for *T* expression, which induces PGCs along with PRDM14. 

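Genes of the primed epiblast were lower in EpiLCs + PRDM14 than in EpiLCs (d2), and for most of them EpiLCs (d4) did not show this. *Otx2*, the gene of the homeodomain factor that moves enhancer use from the naive to the primed state, was at -1.44 in EpiLCs + PRDM14 and at -1.11 in EpiLCs (d4), both relative to EpiLCs (d2). *Foxd3*, a forkhead gene that acts in the same transition, was at -0.88 and -0.55. Further lower genes were *Sox11*, a SoxC factor gene (-1.80), *Lefty2*, a secreted inhibitor of nodal (-1.18), and *Lefty1* (-0.78). *Fgf5*, the classical epiblast marker, was lower at its brightest probe set (-0.94) but within the threshold at its other (-0.04). In the list of 25 primed epiblast genes, 11 were lower and none was higher, with a median of -0.42 below all random lists. The other 14 lay within the threshold, among them *Zic2* (0.19) and *Sox3* (-0.06), which kept their day 2 levels. In EpiLCs (d4) the list median was 0.02 relative to day 2, with 3 members higher and 2 lower, and EpiLCs + PRDM14 lay -0.62 from EpiLCs (d4) in the median. The paper names 6 of the 25 genes from these arrays, and 8 belong to another list as well.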

A comparison of genes downregulated by PRDM14 in adherent EpiLC cultures with EpiLC highest genes showed that many EpiLC highest genes including *Otx2* and *Foxd3* (Buecker et al., 2014, Respuela et al., 2016), which are known to important for the transition from naive to primed pluripotency, were repressed by PRDM14, indicating that PRDM14 suppresses epiblast characteristics (Figure S2B).

### *Klf2* Is Required for the Acquisition of Pluripotency by PRDM14

Adherent culture of EpiLCs with PRDM14 is a powerful tool to uncover the molecular and epigenetic mechanisms for potential re-establishment of pluripotency by PRDM14, because this system induces the conversion from EpiLCs to ESCLCs at high efficiency and uniformly. We first focused on the function of KLF2, which is activated soon after induction of PRDM14 in EpiLCs in adherent culture. KLF2 has been shown to act synergistically with PRDM14 in the reversion of EpiSCs to ESCs (Gillich et al., 2012); the interaction between the two proteins in ESCs was confirmed by immunoprecipitation (IP) (Figure 3A). To clarify the role of *Klf2* in the PRDM14-associated acquisition of pluripotency, we generated *Klf2* KO ESCs harboring a Dox-inducible *Prdm14* expression cassette using the clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 system (Figures 3B and 3C). Interestingly, we did not observe AP-positive colonies in *Klf2*-null EpiLCs expressing PRDM14, which demonstrated that *Klf2* is essential for the PRDM14-induced conversion of EpiLCs to ESCLCs (Figure 3D and 3E). To clarify the cause of the loss of AP activity in EpiLCs + PRDM14 in *Klf2* KO, we compared the repression of differentiation markers and activation of pluripotency-associated markers by PRDM14 in wild-type (WT) and *Klf2* KO using qRT-PCR analysis. We plotted the relative Ct values of qRT-PCR data (EpiLCs + PRDM14 − EpiLCs [d2]) for WT (y axis) and *Klf2* KO (x axis). Consistent impairment of activation of pluripotent-associated genes by PRDM14 was observed, whereas the repression of differentiation markers by PRDM14 was relatively maintained in *Klf2* KO EpiLCs (Figure 3F). These results indicate that PRDM14 cooperates with KLF2 to convert EpiLCs to ESCLCs through the activation of pluripotency-associated genes.

### PRDM14-Induced Acquisition of Pluripotency Occurs via TET-Dependent Active Demethylation

We previously showed that PRDM14 promotes active demethylation of pluripotency genes in ESCs via the TET-BER pathway (Okashita et al., 2014). To assess the role of the TET-BER pathway in PRDM14-induced acquisition of pluripotency, we established a *Tet1*/*Tet2* knockdown (KD) ESC line with a Dox-inducible *Prdm14* cassette (Figure S3A). *Tet1*/*Tet2* KD prevented the reactivation of *Nanog*, *Klf2*, *Tcl1*, and *Esrrb* but not of *Sox2* and also prevented AP-positive colony formation by PRDM14 under ESC culture conditions (Figures 4A and 4B), while the repression of *Dnmt3b* and differentiation markers by PRDM14 occurred normally in *Tet1*/*Tet2* KD EpiLCs (Figure S3B). CpG methylation level at PRDM14 binding regions of *Nanog* and *Tcl1* in ESCs substantially increased in the transition from ESCs to EpiLCs; these marks were rapidly removed by *Prdm14* induction (Figure 4C). In contrast, the removal of 5-methylcytosine (5mC) by PRDM14 at *Nanog* and *Tcl1* loci was impaired by *Tet1*/*Tet2* KD. Furthermore, treatment of EpiLCs expressing PRDM14 with pharmacological inhibitors of the BER components DNA endonuclease apurinic/apyrimidinic endonuclease (3-aminobenzamide) and poly(ADP-ribose) polymerase (CRT 004876) abrogated the reversion of EpiLCs to ESCLCs, similar to the *Tet1*/*Tet2* KD phenotype (Figures 4D and 4E). To investigate the role of TET proteins in global gene expression profiles regulated by PRDM14 in EpiLCs, we compared genes that were up- or downregulated by PRDM14 in WT and *Tet1*/*Tet2* KD EpiLCs by microarray analysis. 

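*Tet2*, a target of the knockdown, was at 8.93 in ESCs, 8.54 in EpiLCs (d2), 8.35 in EpiLCs (d4), 8.51 in EpiLCs + PRDM14, 8.49 in the array labelled *Tet1*/*Tet2* KD EpiLCs (d2) and 7.76 in the array labelled *Tet1*/*Tet2* KD EpiLCs + PRDM14. The medians of both arrays labelled KD lie 0.21 below those of the scramble arrays, and the columns probably come from a separate RMA run, so levels are compared across the groups after each array was shifted to a common median, while differences within the pair need no shift. On this scale *Tet2* was 0.17 higher in the KD-labelled array than in EpiLCs (d2) at its brightest probe set and 0.21 higher at its other, and with PRDM14 it was at -0.54 and -0.17, both short of 1.5-fold. Within the pair labelled KD, *Tet2* was at -0.74 with PRDM14, past 1.5-fold, where the scramble pair gave -0.02. *Tet2* was thus lower with PRDM14 but not lower at day 2 in the array labelled KD, *Tet1* is not analysed here, and the arrays are therefore called by their label. The paper calls the ESC line a knockdown (Supplementary Fig. 3A) and states that its efficiency was analysed by RT-qPCR and Western blot, for which its text gives no values and which does not settle the state of these arrays. *Tet3* was higher by 0.70 at day 2 after centring. Its deposited signals were 4.79 in EpiLCs (d2), below the median of 5.28 of that array, and 5.28 in the array labelled KD. The probe set was thus dim, and its difference was short of 1.5-fold before centring. Over 16 genes of TET enzymes and base excision repair, the median PRDM14 difference was -0.08 in the scramble pair and -0.14 in the pair labelled KD, and *Tdg*, which encodes the glycosylase for oxidized methylcytosine, was lower in both (-0.59 and -0.66). The paper names 1 of these genes. Comparing the day 2 arrays, 1252 probe sets were higher and 1018 lower in the array labelled KD after centring, against 412 and 3327 on the deposited values. With PRDM14 the counts were 1430 and 1346 after centring and 519 and 3977 before. Higher at day 2 in the array labelled KD were *S100a6*, a calcium-binding protein gene (2.81), *Gm5039* (2.44), *Gm13043* (2.26), the secreted protease gene *Htra1* (2.11), *Calcoco2* (2.06), the actin-binding protein gene *Cald1* (2.00), *AF067061* (1.97), the ubiquitin ligase gene *Rnf128* (1.97) and *BC080696* (1.93). *Gsn*, which encodes the actin-severing gelsolin, was higher by 1.47. Lower were *Pim2* (-2.07), *Sh3bgrl* (-1.87) and *Ramp2*, a receptor accessory protein gene (-1.61), and *Sfi1* was at -0.67 at its brightest probe set and -1.42 at another. *Cenpe*, *Lima1*, *Naa15* and *Pi4k2b* had low values at another probe set and brightest probe sets at 0.08, 0.24, 0.02 and -0.35.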

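*Rhox6*, *Rhox9*, *Tfap2c* and *Klf4* were among the genes with the largest increases, and *Lefty2*, *Sox4*, *Pou3f1* and *Otx2* among those with the largest decreases, when EpiLCs + PRDM14 and EpiLCs (d2) of the arrays labelled *Tet1*/*Tet2* KD were compared. *Aqp3* was higher by 3.13 at its largest probe set and 1.95 at its brightest. *3830417A13Rik* (3.08), *Myl9*, which encodes a myosin light chain (2.55), *Nrk*, a kinase gene (2.49), and *Id3* (2.41) followed. *Vti1b* was higher by 2.42 at a single probe set but by 0.05 at its brightest. The decreases were led by *Cbr3* (-3.45), *Lefty2* (-3.21), *Sox4* (-2.66), *Pou3f1* (-2.64), *Cpe* (-2.58), the neurofilament gene *Nefl* (-2.58), the adaptor gene *Bcar3* (-2.30) and *Dusp4* (-2.01). *AI662270* was at -1.33 at its brightest probe set and at -2.80 at another. In this pair 777 probe sets of 497 genes were higher past 1.5-fold and 828 of 527 genes lower. Of the 873 probe sets higher with PRDM14 in the scramble pair, 380 were higher in the pair labelled KD too (43.5%, Wilson interval 40.3 to 46.8) and 11 were lower. Of the 587 lower ones, 327 were lower here too (55.7%, interval 51.7 to 59.7) and 3 were higher. Independent lists would share 15.1 and 10.8 probe sets. No array belongs to both pairs, and their differences had a Pearson correlation of 0.58 across all probe sets, which are not independent replicates. With EpiLCs (d4) in place of EpiLCs (d2) in the scramble pair, the shares were 29.8% and 28.4%. *3830417A13Rik*, *Nrk* and *Nefl* take opposite directions in the scramble arrays when EpiLCs + PRDM14 is set against EpiLCs (d4), at -1.13, -1.17 and 0.63. Of the 15 trophoblast genes, 7 were higher in the pair labelled KD, with a median of 0.45, including *Plac1* (1.60), *Krt19* (1.53) and *Krt18* (1.35), and 6 of these 7 were also higher in EpiLCs (d4) without PRDM14. *Tet2* was not lower at day 2 in the array labelled KD but was lower with PRDM14, short of 1.5-fold after centring, and these comparisons describe arrays so labelled.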

Genes that were up- or downregulated by PRDM14 in WT EpiLCs showed corresponding up- and downregulation in *Tet1*/*Tet2* KD EpiLCs (Figure S4A). These genes were of four types: ESC-, PGC-, or EpiLC-enriched, or epigenetic modifiers. We examined the effect of *Tet1*/*Tet2* KD on the transcriptional regulation of these genes by PRDM14 in EpiLCs (Figure S4B). 

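In the pair labelled *Tet1*/*Tet2* KD, epiblast genes and methylation genes were lower in EpiLCs + PRDM14 than in EpiLCs (d2). Of the 25 primed epiblast genes, 12 were lower and only *Krt18* was higher, with a median of -0.55 below all random lists. *Otx2* was at -2.17, *Lefty1* at -1.78, *Sox11* at -1.23, *Fgf5* at -0.92 (-0.12 at its other probe set) and *Foxd3* at -0.91. Over this list the KD-minus-scramble difference of the response had a median of 0.02. Single genes went both ways, 3 of them past 1.5-fold upward and 4 downward. Of the DNA methylation genes, 4 of 10 were lower, with a median of -0.42. *Dnmt3b* was at -1.24, *Dnmt3l* at -1.14, *Uhrf1* at -1.05, *Dnmt3a* at -1.03 and *Hells* at -0.58, just short of 1.5-fold at its brightest probe set and at -1.23 at another. The H3K9 methylation list had a median of -0.11, with *Ehmt2*, which encodes the dimethyltransferase G9a (-0.87), and the demethylase gene *Kdm4c* (-0.94) lower. Of the early germ cell genes, 5 of 15 were higher and none was lower, with a median of 0.12. *Ifitm3* was higher by 1.32, whereas *Kit* (0.45), *Tdrd5* (0.33) and *Ifitm1* (0.12) were within the threshold. Over the 587 probe sets lower in the scramble pair, the median response was -0.79 there and -0.64 in the pair labelled KD, and the median KD-minus-scramble difference was 0.21 (95% interval 0.17 to 0.25). Picking probe sets by the scramble pair moves that difference upward by itself, since it was -0.04 for probe sets picked by the mean of both pairs and -0.38 for those picked by the pair labelled KD.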

The expression of PGC- and EpiLC-enriched genes and epigenetic modifiers was unaltered by PRDM14 in *Tet1*/*Tet2* KD EpiLCs. In contrast, activation of ESC-enriched genes by PRDM14 was impaired in *Tet1*/*Tet2* KD EpiLCs. 

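Several genes high in ESCs responded less in the pair labelled *Tet1*/*Tet2* KD than in the scramble pair. *Tcl1* was higher with PRDM14 by 0.88 there, *Jam2* by 0.61, *Zfp42* by 0.51, *Nr5a2* by 0.50 and *Nr0b1* by 0.08, so that the KD-minus-scramble differences were -1.72 for *Tcl1*, -1.95 for *Jam2* and -1.83 for *Nr0b1*. *Nanog* was higher by 1.50. At day 2, before PRDM14, *Nr0b1* already stood 1.39 higher in the array labelled KD than in scramble EpiLCs after centring, *Tcl1* 1.22, *Nanog* 1.07 and *Nr5a2* 0.92. With PRDM14 the centred differences were -1.21 for *Jam2*, -0.50 for *Tcl1*, -0.44 for *Nr0b1*, -0.08 for *Nr5a2* and 0.23 for *Nanog*. Over the naive list, the KD-minus-scramble response had a median of -0.41, with medians of 0.54 for the centred level at day 2 and -0.09 for that with PRDM14. *Klf4* went the other way, by 0.75. The KD-minus-scramble difference was also negative for *Slc6a15* (-2.47), *Kank3* (-1.75), *Stmn2*, which encodes a tubulin-binding protein of neurons (-1.67), *Fstl1* (-1.25, and -1.79 at another probe set) and *Tmem191c* (-0.55, and -1.88 at another probe set), and for *Lefty2* (-2.03) and *Nefl* (-1.83), whose decreases with PRDM14 were larger in the pair labelled KD. It was positive for *Phlda2*, an imprinted growth regulator (1.80), the homeobox gene *Irx3* (1.69), *Prom1* (1.61), *Mbnl3*, a splicing regulator gene (1.61), and for *Pim2* (1.74) and *Gja1* (1.55), whose decreases were smaller in the pair labelled KD. Of the 873 probe sets higher with PRDM14 in the scramble pair, 192 were also higher in ESCs than in EpiLCs (d4), and their median KD-minus-scramble response was -0.46 (95% interval -0.55 to -0.33), with 151 below 0. The other 681 had a median of -0.40 (-0.45 to -0.35). Probe sets picked by the scramble pair alone are expected to be lower in any second pair. Picked by the mean of both pairs, the medians were -0.13 for 142 ESC-high probe sets and -0.04 for 531 others, and picked by the pair labelled KD they were 0.17 and 0.38, in the opposite direction. *Tet2* was not lower at day 2 in the array labelled KD and was lower, though short of 1.5-fold, in that with PRDM14 (-0.54 after centring), so the direction is that of arrays so labelled.

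**Figure D2:**
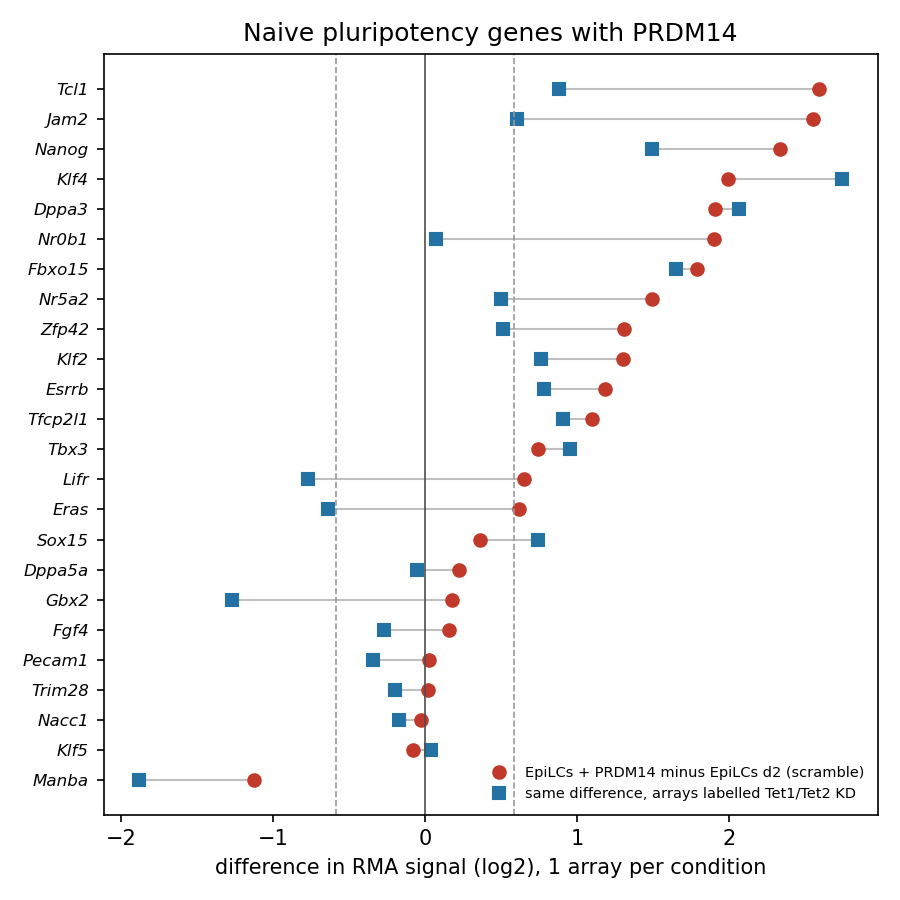
Log2 difference of EpiLCs + PRDM14 minus EpiLCs (d2) for the 24 measured genes of naive pluripotency, sorted by the scramble pair, with circles for the scramble pair, squares for the pair labelled *Tet1*/*Tet2* KD and dashed lines at 1.5-fold. The squares of *Tcl1*, *Jam2* and *Nr0b1* lie at 0.88, 0.61 and 0.08.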

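Many naive pluripotency genes were higher with PRDM14 in the pair labelled *Tet1*/*Tet2* KD as well. Of the 24 measured genes of the naive list, 11 were higher past 1.5-fold and 4 were lower, with a median of 0.51 above all random lists. *Klf4* was higher by 2.75, *Fbxo15* by 1.65, *Tbx3* by 0.95, *Tfcp2l1* by 0.91, *Esrrb* by 0.78 and *Klf2* by 0.76. *Sox15*, which encodes an HMG-box factor of ESCs, was higher by 0.74. The 4 lower genes were *Manba* (-1.89), *Gbx2*, a homeobox gene downstream of LIF-STAT3 (-1.27), *Lifr* (-0.77) and *Eras* (-0.64). *Dusp6*, a target of the ERK pathway that opposes the naive state, was at -1.13. Of the genes of Fig. 2F that are highest in ESCs, 7 of 11 were higher and 1 was lower. Among all 873 probe sets higher with PRDM14 in the scramble pair, 772 had a difference above 0 in the pair labelled KD (88.4%). For the 192 of them that were high in ESCs, the median difference was 0.91 in the scramble pair and 0.50 in the pair labelled KD. The medians of the other 681 were 0.84 and 0.50.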

We observed, however, that ESC-enriched genes tended to be upregulated by PRDM14 even in *Tet1*/*Tet2* KD EpiLCs, suggesting that TET proteins cooperate with an unknown pathway regulated by PRDM14 to activate ESC-enriched genes in EpiLCs (Figure S4B).

### PRDM14 Enhances OCT3/4 Binding to *Klf2* Enhancers via the TET-BER Pathway

Because *Klf2* activation is critical for acquisition of pluripotency by PRDM14, we investigated the molecular and epigenetic mechanisms of *Klf2* activation by PRDM14. Both PRDM14 and OCT3/4 bind to proximal and distal enhancers of the *Klf2* locus in ESCs (Figure 5A) (Hall et al., 2009, Ma et al., 2011). We therefore evaluated the binding of PRDM14 and OCT3/4 to the *Klf2* locus in the transition from ESCs to EpiLCs and dedifferentiation of EpiLCs to ESCLCs by chromatin IP (ChIP)-qPCR. Since ChIP-grade anti-PRDM14 antibody was unavailable, we detected the binding of exogenous FLAG-PRDM14 in EpiLCs using an anti-FLAG antibody (Figure 5B). After *Prdm14* expression was induced in EpiLCs, two distinct peaks appeared at the proximal and distal enhancers of *Klf2* (Figure 5B). Under our culture conditions, OCT3/4 was present only at distal enhancers of *Klf2*, and this peak disappeared in the transition from ESCs to EpiLCs (Figure 5B). Interestingly, induction of *Prdm14* expression enhanced the binding of OCT3/4 at both proximal and distal enhancers of *Klf2* in EpiLCs.

We next measured 5mC and 5hmC levels at two enhancers of *Klf2* in ESCs, EpiLCs, and EpiLCs + PRDM14. In ESCs, 5mC was detected only at proximal enhancers of *Klf2*, which was correlated with absence of OCT3/4 at the proximal enhancer (Figures 5B and 5C). At the distal enhancer of *Klf2*, 5mC level was transiently upregulated during the differentiation of ESCs to EpiLCs; this was followed by a downregulation induced by PRDM14. In contrast, the 5hmC level remained constant. To determine the temporal hierarchy of events (PRDM14 and OCT3/4 binding, 5mC removal, and activation of *Klf2* expression), we analyzed *Prdm14* and *Klf2* expression as well as PRDM14 and OCT3/4 binding, and 5mC and 5hmC distribution at the two *Klf2* enhancers every 6 hr after *Prdm14* induction in EpiLCs. *Prdm14* expression was detected starting 18 hr after induction; this was followed by increased PRDM14 binding at the two enhancers at 24 hr (Figures 5D, S5A, and S5B). In contrast, OCT3/4 binding at these sites first appeared 42 hr after *Prdm14* induction (Figures 5D and S5B). PRDM14 was found to interact with TET1 and TET2 but not with OCT3/4 in EpiLCs (Figure 5E), suggesting that PRDM14 indirectly enhances OCT3/4 recruitment to these enhancers. Interestingly, the level of 5mC rapidly reduced while that of 5hmC increased after PRDM14 recruitment to these enhancers (Figures 5F and S5C). To determine whether active demethylation by PRDM14 is required for OCT3/4 binding, we examined the effects of BER inhibitor (BERi) on 5mC removal from and OCT3/4 recruitment to these enhancers. BERi treatment completely disrupted the rapid removal of 5mC by PRDM14 at both *Klf2* enhancers in EpiLCs (Figures 5G and S5D). Under these conditions, OCT3/4 recruitment was abrogated although PRDM14 enrichment was unaltered (Figures 5H and S5E). Taken together, these data indicate that PRDM14 activates *Klf2* expression via active demethylation-mediated recruitment of OCT3/4 to the enhancers (Figure S5F).

To identify the genomic regions at which PRDM14 enhances OCT3/4 recruitment, we performed ChIP for OCT3/4 and PRDM14 (α-FLAG) followed by deep sequencing (ChIP-seq) in ESCs, EpiLCs, and EpiLCs expressing PRDM14, and identified 18,093, 8,136, and 13,882 OCT3/4 peaks, respectively, using the MACS2 callpeak (Feng et al., 2012). Next, to investigate the effects of PRDM14 on OCT3/4 binding, we compared the enrichment of OCT3/4 peaks among ESCs, EpiLCs, and EpiLCs expressing PRDM14 by using the MACS2 bdgdiff module (Feng et al., 2012). Over half of the OCT3/4 binding in ESCs was reduced and only 312 peaks increased in the transition of ESCs to EpiLCs (Figure 6A); 2 days after PRDM14 induction, 2,542 OCT3/4 binding peaks increased or had appeared, and those corresponding to 1,559 genes colocalized with PRDM14 binding peaks (Figure 6B). Approximately 6.3% (98 of 1,559) of genes in which OCT3/4 binding was enhanced by PRDM14 were upregulated by PRDM14, whereas approximately 2.8% (43 of 1,559) of genes in which OCT3/4 binding was upregulated by PRDM14 were downregulated by *Prdm14* induction in EpiLCs (Figure 6B). An overrepresentation analysis using DAVID (Huang et al., 2007) revealed that GO terms related to stem cell maintenance, including *Tcl1*, *Nr5a2*, and *Tfcp2l1*, were enriched among the upregulated genes (Figures 6C and 6D). Consistent with ChIP-seq data, the enrichment of OCT3/4 binding at five of the genes decreased during differentiation of ESC to EpiLC, with a consequent increase in OCT3/4 binding peaks by PRDM14 binding-associated induction (Figure 6E). To determine whether PRDM14-mediated DNA demethylation modulates the recruitment of OCT3/4 to the five genes, we measured 5mC and 5hmC levels at the binding regions of OCT3/4 and PRDM14 by glucosylation of genomic DNA followed by methylation-sensitive (GlucMS)-qPCR (Figure 6F). 5mC levels were elevated at all genes analyzed during ESC-to-EpiLC differentiation, whereas at three of the five genes the levels decreased after PRDM14 induction in EpiLCs. These findings indicate that PRDM14 acts via DNA demethylation-dependent and -independent mechanisms to recruit OCT3/4.

## Discussion

This study provides evidence that PRDM14 confers pluripotency and self-renewal capacity to EpiLCs by reactivating pluripotency genes via TET-BER-mediated active demethylation (Figure 7). Nascent PGCs reactivate pluripotent-associated genes during specification from epiblast cells. Our data suggest that the activation of PRDM14 in epiblast is a key event for reactivation of pluripotent-associated genes and the acquisition of potential pluripotency. Our data demonstrate that EpiLC culture conditions (i.e., adherent versus aggregate) determine the expression of two key genes for PGC specification, *T* and *Blimp1* (Ohinata et al., 2005) (Figures 2G and 2H). Moreover, adherent EpiLC cultures with *Prdm14* induction resulted in the conversion of EpiLCs to ESCLCs, whereas three-dimensional aggregate cultures induced PGCLCs (Nakaki et al., 2013). It has been shown that the WNT3-β-catenin axis induces *T* expression in epiblast culture in aggregate culture of EpiLCs (Aramaki et al., 2013). Therefore, we consider that aggregate culture of EpiLCs enhance WNT3-β-catenin signaling to activate *T* expression. Further experiments are needed to clarify whether the combination of PRDM14 with BLIMP1 or T can induce PGCLCs from EpiLCs in adherent culture.

*Tet1*/*Tet2* KD and BERi treatment impaired the reactivation of pluripotency genes by PRDM14, reducing the conversion efficiency of EpiLCs to ESCLCs. However, the reactivation of pluripotency genes by PRDM14 was partially inhibited by *Tet1*/*Tet2* KD and BERi treatment, implying that PRDM14 acts via a TET-BER-independent mechanism in this process. Furthermore, PRDM14-induced activation of PGC-enriched genes including *Tfap2c*, developmental pluripotency-associated 3 (*Dppa3*), and reproductive homeobox 6/9 (*Rhox6*/*9*) was normal in *Tet1*/*Tet2* KD EpiLCs. These data are consistent with the phenotype of *Tet1*/*Tet2* double KO (DKO) PGCs, and demonstrate normal PGC specification and development (Yamaguchi et al., 2012). 

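All 4 germ cell genes were higher with PRDM14 in the pair labelled *Tet1*/*Tet2* KD, with a median difference of 2.96, where that of the scramble pair was 1.65, or 0.32 relative to EpiLCs (d4). *Rhox6* and *Rhox9*, neighbouring homeobox genes of the X-linked reproductive cluster, were higher by 3.01 each, *Tfap2c* by 2.9 at its brightest probe set and 2.88 at its other, and *Dppa3* by 2.07. Relative to the scramble pair, the response was larger by 1.92 for *Rhox9* and by 1.62 for *Rhox6*, and that of *Dppa3* differed by 0.16. After centring, the level with PRDM14 in the array labelled KD was above that of scramble EpiLCs + PRDM14 by 2.72 for *Rhox9*, 2.14 for *Rhox6*, 0.72 for *Tfap2c* and 0.04 for *Dppa3*. In scramble EpiLCs (d4), without PRDM14, *Rhox6* was higher than at day 2 by 1.49, *Tfap2c* by 1.26, *Rhox9* by 1.19 and *Dppa3* by 0.35. A day 4 array without PRDM14 is not part of the KD-labelled set. The late germ cell list had a median of -0.06 in the pair labelled KD, with 2 genes higher, *Ddx4* (0.70) and *Dmrt1* (0.69), and 6 lower, among them *Dazl* (-1.07) and the cohesin gene *Stag3* (-1.11). These values belong to arrays labelled *Tet1*/*Tet2* KD, of which *Tet2* was lower in that with PRDM14 (-0.54 after centring, short of 1.5-fold) and not in that of day 2.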

Further studies examining the developmental potential of EGCs derived from *Tet1*/*Tet2* DKO PGCs are needed to clarify the function of TET1/TET2 in the acquisition of pluripotency by PGCs in vivo.

The concordance between ChIP-seq and microarray data provided evidence that PRDM14 recruits OCT3/4 to enhancer regions of pluripotency genes, leading to their transcription during the conversion from EpiLCs to ESCLCs. The 5mC marks at *Nr5a2*, *Tfcp2l1*, and *Tfap2c* enhancers were removed by PRDM14 in EpiLCs, while 5mC at replication timing regulatory factor 1 (*Rif1*) and spalt-like transcription factor 4 (*Sall4*) enhancers were unchanged. Interestingly, the reactivation of *Rif1* and *Sall4* by PRDM14 was impaired in *Tet1*/*Tet2* double KD EpiLCs (Figure S4B). These results suggest that TET proteins are involved in the reactivation of *Rif1* and *Sall4* by PRDM14 via DNA demethylation-independent mechanisms. 

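*Rif1*, which encodes a regulator of replication timing and of ESC identity, differed by -0.02 between EpiLCs + PRDM14 and EpiLCs (d2) of the arrays labelled *Tet1*/*Tet2* KD at its brightest probe set. Of these arrays, *Tet2* was lower after centring in that with PRDM14 (-0.54, short of 1.5-fold) and not in that of day 2. The other probe sets of *Rif1* gave -0.03, -0.44 and 0.65, so the probe sets of the gene do not share a direction. *Sall4*, which encodes a zinc-finger partner of OCT3/4, was higher by 0.48 at its brightest probe set and 0.20 at its other, neither past 1.5-fold. After centring, the level with PRDM14 in the array labelled KD was -0.43 from that of scramble EpiLCs + PRDM14 for *Rif1* and 0.40 above it for *Sall4*, which stood 0.47 higher at day 2 too. The core pluripotency list, to which both belong, had a median of -0.19 in the pair labelled KD, at percentile 1.60, opposite in sign to the scramble pair. None of its 14 genes was higher and 3 were lower, among them *Epcam* (-1.22) and *Nodal* (-1.13), while *Pou5f1* was at -0.24 and *Sox2* at 0.17. The paper proposes from its data on both genes that TET proteins take part in their reactivation by a route other than DNA demethylation.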

In support of this possibility, TET proteins were required for the recruitment of O-linked N-acetylglucosamine (O-GlcNAc) transferase to target chromatin, which leads to its activation via O-GlucNAcylation of histone H2B (Chen et al., 2013, Vella et al., 2013).

Recently, various groups have independently succeeded in inducing human PGCLCs from human pluripotent stem cells (PSCs) (Irie et al., 2015, Sasaki et al., 2015, Sugawa et al., 2015). For instance, human PGCLCs were more robustly induced from mesoderm-like cells (iMeLCs) and human ESCs cultured in medium containing four inhibitors, called “4i” medium; they expressed some mesoderm markers. Although most naive pluripotency genes are repressed in the transition from ESCs to EpiLCs in mice, most genes including *KLF2*, *TCL1A*, *ESRRB*, *TFCP2L1*, and nuclear receptor subfamily 0 B1 (*NR0B1*) showed low expression in human ESCs/induced PSCs (iPSCs). Although expression of *Prdm14* is closely associated with naive pluripotency in mice, primed human ESCs/iPSCs, primitive streak-like cells, iMeLCs, and 4i ESCs consistently express PRDM14 at moderate levels. Therefore, the specific upregulation of *Prdm14* observed during the transition from pluripotent cells to PGCs in mice does not occur in human PGC specification. The present study has clearly demonstrated that PRDM14 governs the transcriptional network for pluripotency in the absence of BLIMP1 in mice. In contrast to early mouse embryos, epiblast cells in human early embryos need to maintain pluripotency for longer than 10 days until the emergence of PGCs. Furthermore, primitive streak-like cells, which have a high capacity for PGC specification, retain pluripotency markers including NANOG and PRDM14 (Irie et al., 2015, Sasaki et al., 2015). On this basis, we hypothesize that continuous expression of PRDM14 is essential for the long-term maintenance of pluripotent cells to give rise to PGCs in humans. In contrast to our hypothesis, it has also been shown that PRDM14 KD ESCs are competent for PGCLC induction, which led to the conclusion that PRDM14 is not necessary for PGC induction in humans (Sugawa et al., 2015). However, another group has clearly shown that *PRDM14* KD induces human ESC differentiation (Chia et al., 2010), implying that the KD efficiency in the study of Sugawa et al. (2015) was quite low and that conclusions cannot be drawn regarding the role of PRDM14 in human PGC development. Therefore, additional KO studies are needed to clarify the molecular and epigenetic functions of PRDM14 in the human germline.

The conversion of EpiLCs to ESCLCs is similar to the late stage of somatic cell reprogramming, since activation of pluripotency genes by PRDM14 is associated with DNA demethylation of their promoters. Given these findings, we consider that PRDM14-dependent active demethylation of pluripotency genes is required for progression of the late stage of somatic cell reprogramming. This is supported by the fact that *Prdm14* KO fibroblasts failed to be converted to iPSCs in the absence of *Nanog* and *Sox2* reactivation under standard ESC culture conditions (Payer et al., 2013). Furthermore, epigenetic errors result in partially reprogrammed iPSCs and low-grade iPSCs (Stadtfeld et al., 2010, Tran et al., 2015). Our findings provide a framework for understanding not only physiological but also artificial (e.g., iPSC derivation) and pathological (e.g., the appearance of cancer stem cells) reprogramming.

## Experimental Procedures

### Cell Culture

E14tg2a ESCs were cultured in Glasgow minimum essential medium (Wako) containing 10% fetal calf serum (Invitrogen), 1 mM glutamine (Wako), nonessential amino acid (Wako), and 0.1 mM 2-mercaptoethanol (Wako). The culture was supplemented with LIF (Wako) in the absence of feeder cells.

### Teratoma Formation and Histological Analysis

Approximately 5 × 10^6^ EpiLCs expressing PRDM14, cultured without LIF, were injected subcutaneously into both the flanks of female nude mice. After 30 days, the tumors were excised, embedded in paraffin, and sectioned into 4-μm-thick slices. H&E staining was done according to the standard protocol. Markers for the three germ layers were monitored with immunofluorescence with antibodies: α-AFP (Proteintech; 14550-1-AP), α-SMA (Abcam; ab5694), and α-β-tubulin (Cell Signaling; catalog no. 2146). These experiments were conducted according to the Kwansei Gakuin University Regulation for Animal experimentation.

### Generation of *Prdm14*-Inducible ESCs by ROSA-Tet-Off and piggyBac Tet-On

For the ROSA-Tet-off system, EBRTcH3 cells were transfected with pZhc-Prdm14 and pCAGGS-Cre (Masui et al., 2005). For the Tet-on system, E14tg2a ESCs and BVSC ESCs (Hayashi et al., 2011) were transfected with PB-TET-FLAG-*Prdm14*-IRES-Neo, PB-CA-rtTA Adv, pCAG-Pbase, and pGG131 (pCAG-DsRed-IRES-Hygro). The cells were grown in selective medium containing 1.5 μg/mL puromycin (Sigma-Aldrich) and 200 μg/mL hygromycin B (Wako) for 7 days (Okashita et al., 2014). Colonies were picked and analyzed by qRT-PCR and western blotting to determine PRDM14 expression levels, with and without doxycycline.

### RNAi

*Tet1* and *Tet2* small hairpin RNAs (shRNAs) were generated from pLKO.1-puro (Addgene; 8453) or pLKO.1-blast (Addgene; 26655). The *Tet1* and *Tet2* shRNAs were adapted for pLKO.1 plasmids. The RNAi target sequences are presented in Table S1. pLKO.1 lentiviruses were constructed according to the Addgene pLKO.1 protocol (http://www.addgene.org/). pLKO.1 plasmids were co-transfected with pCMV-VSV-G (Addgene; 8454) and pCMV-dR8.2 dvpr (Addgene; 8455) into HEK293T cells. Lentivirus-containing supernatants were centrifuge-filtered through a 0.45-μm filter. Clarified supernatants were combined using the Lenti-X Concentrator (Clontech) according to the manufacturer's protocol. The mixture was centrifuged, after which the supernatant was carefully removed and the pellet resuspended in DMEM.

For lentivirus transduction, subconfluent iP14 ESCs were incubated with lentivirus-containing DMEM supplemented with 8 μg/mL polybrene (Sigma-Aldrich) for 24 hr. After changing the spent medium with fresh medium, cells were selected with 2 μg/mL puromycin (Sigma-Aldrich) or 20 μg/mL blasticidin S hydrochloride (Calbiochem). Knockdown efficiency was analyzed by qRT-PCR and western blotting.

### Generation of *Klf2*-Knockout ESCs Using a CRISPR/Cas9 System

*Klf2* guide RNA was adapted for and generated from the pX330-U6-Chimeric_BB-CBh-hSpCas9 plasmid (Addgene; 42230). The *Klf2* guide RNA sequences are presented in Table S1. The established plasmid was co-transfected with pCAG-IRES-Puro into the induced PRDM14 ESCs, and the transfected cells were selected with 2 μg/mL puromycin. KLF2 expression was analyzed by western blot.

### Induction of EpiLCs

ESCs were cultured in N2B27 basal medium containing 3 μM CHIR99021 (Wako), 0.4 μM PD0325901 (Wako), and LIF in a dish coated with 0.01% poly-L-ornithine (Millipore) and 10 ng/mL laminin (BD Biosciences). Induction of EpiLCs was performed as described previously (Hayashi et al., 2011). EpiLCs were induced from ESCs in N2B27 basal medium containing 20 ng/mL activin A (Peprotech), 12 ng/mL bFGF (Invitrogen), and 0.1–1% KSR for 2 days on a dish coated with 16.7 μg/mL human plasma fibronectin (Millipore). Two days after EpiLC induction, the cells were collected and replated (0.5–1.0 × 10^5^) with or without doxycycline in GK15 medium on a dish coated with 16.7 μg/mL human plasma fibronectin. For the colony formation assay for AP-positive cells, ESCs, EpiLCs, and EpiLCs induced with or without PRDM14 were dissociated by TrypLE Select (Invitrogen). Cells (1.0 × 10^4^) were cultured under standard ESC culture conditions. After culture for 3 days, the cells were stained for AP activity. The aggregate culture of EpiLCs was performed as previously reported (Nakaki et al., 2013). In brief, after 36 hr of EpiLC induction the cells were collected, and 2,000 cells per well were transferred to a low-cell binding 96-well plate (NUNC). The cells were grown for 2 days in GK15 medium with or without 1.5 μg/mL doxycycline.

### qRT-PCR

Total RNA was extracted using TRIzol (Invitrogen). The ReverTra Ace qPCR RT kit (Toyobo) was used for cDNA synthesis according to the manufacturer's instructions. Subsequently, cDNA was used as a template for qPCR with the Thunderbird SYBR qPCR Mix (Toyobo) and gene-specific primers (Table S1) on a LightCycler 96 system (Roche).

### Western Blot and Immunoprecipitation Analysis

Cells were lysed by boiling in SDS sample buffer (Wako). The total proteins from lysed cells were denatured by 2-mercaptoethanol and were then applied to polyacrylamide-SDS gels. The proteins were separated on polyacrylamide-SDS gels, blotted on polyvinylidene fluoride membrane, and probed using the following primary antibodies: α-PRDM14 (R & D Systems; MAB8097), α-tubulin (Sigma; T5168), α-histone H3 (Abcam; ab1791), α-FLAG (Sigma; F1804), α-KLF2 (Millipore; 09–820), α-TET1 (Millipore; 09–872), α-TET2 (Santa Cruz Biotechnology; sc-136926), and α-OCT3/4 (Santa Cruz; sc-8628). Following the primary antibody reaction, the membrane was incubated with secondary horseradish peroxidase-coupled antibodies. Detection was achieved using the Luminata Forte Western HRP Substrate (Millipore). For immunoprecipitation analysis, extracts containing a protease inhibitor cocktail (Roche) were incubated with anti-PRDM14 antibody or anti-OCT3/4 antibody for 2 hr at 4°C, and captured with protein A beads. Protein complexes were washed with wash buffer (50 mM Tris-HCl [pH 8.0], 150 mM NaCl, 1% NP-40), and eluted by boiling with SDS sample buffer.

## Author Contributions

N.O. performed most experiments and analyzed data. Y. Suwa, N.S., M.K., H.K., and A.N. performed some experiments. O.N. and M.K. contributed ChIP-seq analysis. G.N. established ESC cell line. Y. Seki designed and performed experiments. M.T. contributed to the immunofluorescence study of teratoma tissue. N.O. and Y. Seki wrote the manuscript. Y. Suwa, O.N., and N.S. contributed equally to this work.

## Figures and Tables

**Figure 1:**
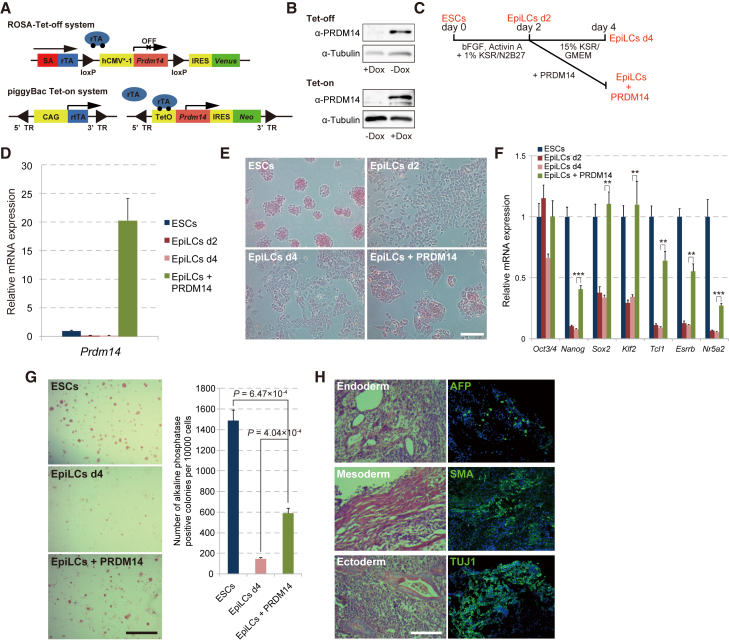
PRDM14 Induces the Transition of EpiLCs to ESCLCs (A) Constructs of the ROSA-Tet-off system and piggyBac Tet-on system. (B) Western blotting of PRDM14 and tubulin. (C) Scheme of the transition of ESCs to EpiLCs and of EpiLCs to ESCLCs. (D) qRT-PCR analysis of *Prdm14* expression in ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14. Error bars indicate ±SD of a biological triplicate. (E) AP staining of ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14. Scale bar, 50 μm. (F) qRT-PCR analysis of pluripotency genes in ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14. Error bars indicate ±SD of a biological triplicate. (G) Colony formation by ESCs, EpiLCs (d4), and EpiLCs + PRDM14 was assessed by AP staining over 3 days in the presence of serum + LIF. Error bars indicate ±SD of biological triplicates. p Values were calculated with the Student's t test. Scale bar, 200 μm. (H) (Left) Teratoma formation by EpiLCs expressing *Prdm14* cultured in the absence of LIF. (Right) Immunofluorescent staining of α-fetoprotein (AFP), smooth muscle actin (SMA), and class III β-tubulin (TUJ1) in teratoma sections. Scale bar, 200 μm. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, Student's t test.

**Figure 2:**
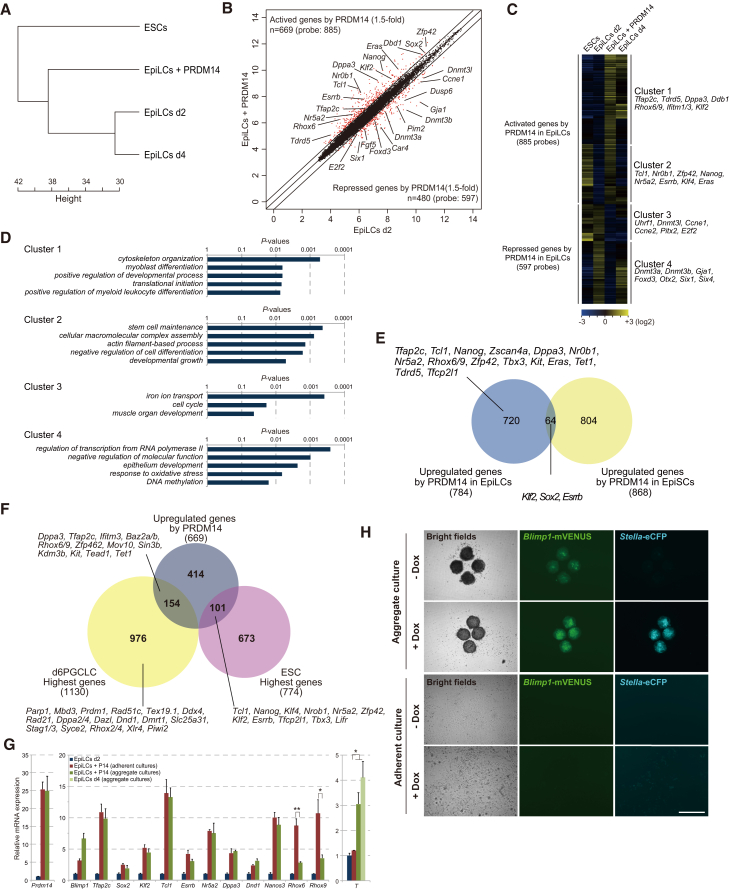
Global Gene Expression Profiles in the Transition from EpiLCs to ESCLCs (A) Unsupervised hierarchical cluster analysis of ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14. (B) Scatter plots comparing the transcriptomes of EpiLCs + PRDM14 and EpiLCs (d2). (C) Heatmap visualization of data obtained by unsupervised hierarchical cluster analysis of genes up- and downregulated by PRDM14 in EpiLCs. (D) GO term overrepresentation analysis using DAVID. (E) Comparison of genes upregulated by PRDM14 in EpiLCs versus EpiSCs. (F) Comparison of genes upregulated by PRDM14 and those most highly expressed in ESCs and d6 PGCLCs (Kurimoto et al., 2015). (G) qRT-PCR analysis of pluripotency and germ cell-related genes in EpiLCs, and EpiLCs expressing PRDM14 and grown as adherent or aggregate cultures. Error bars indicate ±SD of a biological triplicate. ^∗^p < 0.05, ^∗∗^p < 0.01, Student's t test. (H) Comparison of the expression of PGC markers, Blimp1 (mVENUS) and stella (eCFP), between adherent culture and aggregate culture of EpiLCs with PRDM14. Scale bar, 200 μm.

**Figure 3:**
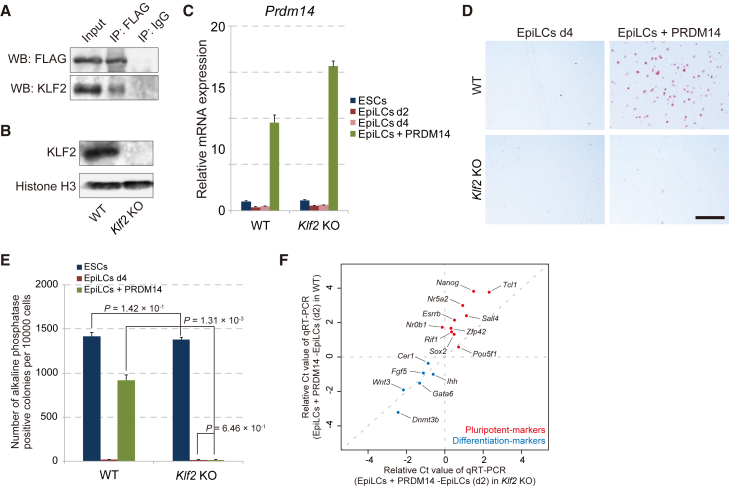
*Klf2* Is Required for the PRDM14-Induced Reversion of EpiLCs to ESCLCs (A) Immunoprecipitation of PRDM14 with KLF2 in ESCs. (B) Western blot analysis of KLF2 expression in WT and *Klf2* KO ESCs. (C) qRT-PCR analysis of *Prdm14* expression in WT and *Klf2* KO ESCs. Error bars indicate ±SD of a biological triplicate. (D) Colony formation by EpiLCs with or without *Prdm14* induction induced from WT or *Klf2* KO ESCs, as assessed by AP staining. Scale bar, 200 μm. (E) Quantification of colony formation shown in (D). Error bars indicate ±SD of biological triplicates. p Values were calculated with Student's t test. (F) Scatter plot shows relative Ct values of pluripotency-associated genes (red dots) and differentiation markers (blue dots) determined by qRT-PCR. The x axis indicates relative Ct values of each gene (EpiLCs + PRDM14 − EpiLCs [d2]) in WT, and the y axis indicates relative Ct values of each gene (EpiLCs + PRDM14 − EpiLCs [d2]) in *Klf2* KO.

**Figure 4:**
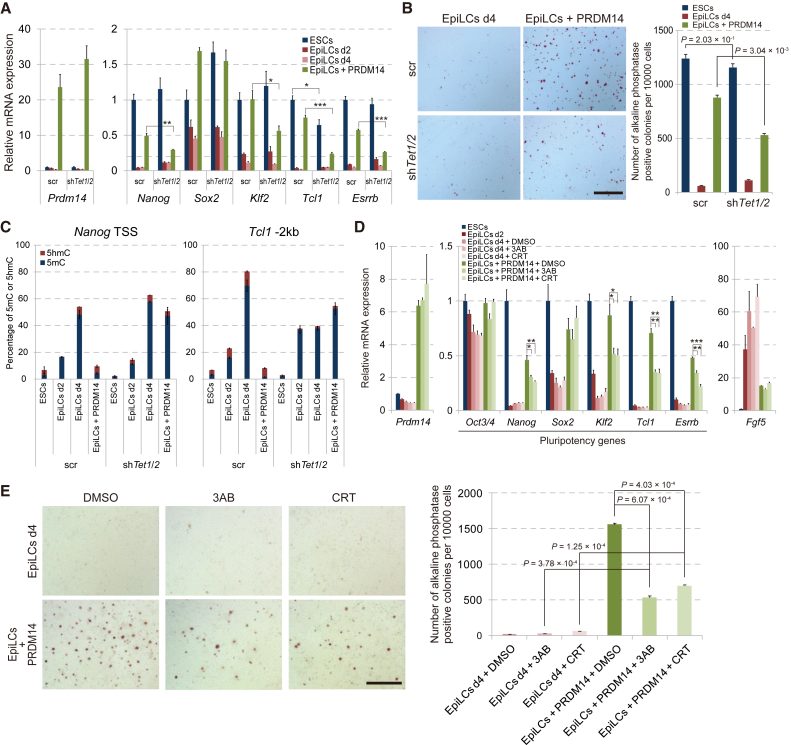
Reversion from Primed to Naive Pluripotency Induced by PRDM14 via the TET-BER Pathway (A) qRT-PCR analysis of *Prdm14* and pluripotency genes in ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14 in WT and *Tet1*/*2* KD backgrounds. Error bars indicate ±SD of a biological triplicate. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, Student's t test. (B) Colony formation by EpiLCs with or without *Prdm14* induction induced from WT and *Tet1*/*2* KD ESCs, as determined by AP staining. Scale bar, 200 μm. Error bars indicate ±SD of biological triplicates. p Values were calculated with Student's t test. (C) Glucosylation of genomic DNA followed by methylation-sensitive (GlucMS)-qPCR analysis showing the percentage of 5mC and 5hmC marks in or near PRDM14 binding regions of the *Nanog* and *Tcl1* enhancers in ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14 in WT and *Tet1*/*2* KD backgrounds. Error bars indicate ±SD of a biological triplicate. (D) qRT-PCR analysis of *Prdm14*, pluripotency genes, and *Fgf5* in ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14 treated with DMSO (control), 3-aminobenzamide (3AB), and CRT 004876 (CRT). Error bars indicate ±SD of a biological triplicate. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, Student's t test. (E) Colony formation by EpiLCs + PRDM14 treated with DMSO, 3AB, and CRT as assessed by AP staining. Error bars indicate ±SD of a biological triplicate. p Values were calculated with Student's t test. Scale bar, 200 μm.

**Figure 5:**
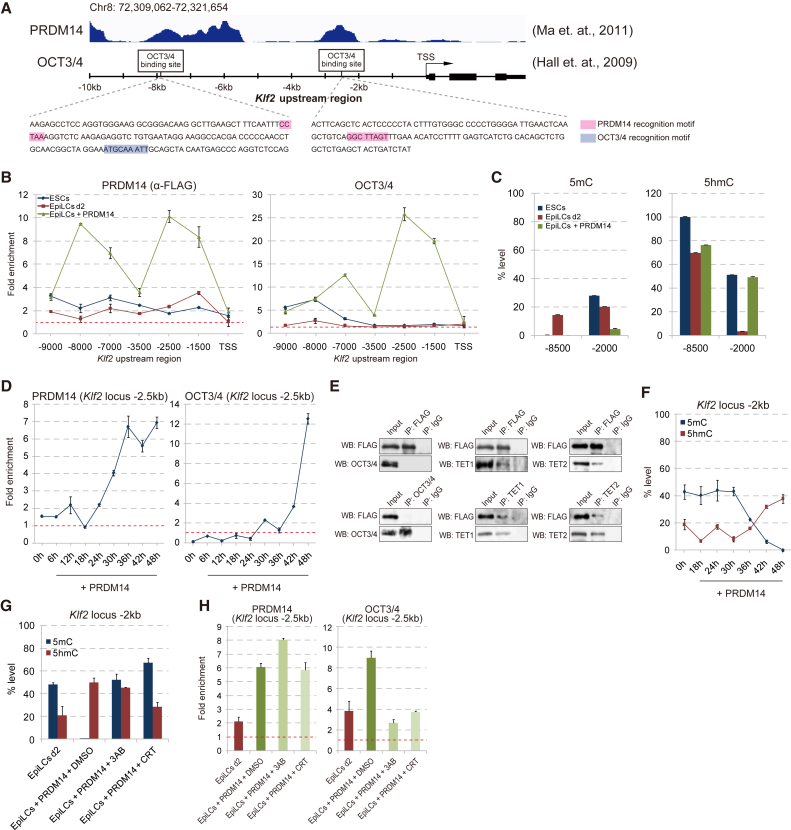
PRDM14 Increases OCT3/4 Recruitment to *Klf2* via the TET-BER Pathway (A) Schematic representation of ChIP data for PRDM14 and OCT3/4 at the *Klf2* locus in ESCs (Hall et al., 2009, Ma et al., 2011) and PRDM14 and OCT3/4 recognition motifs at two enhancers. (B) ChIP-qPCR analysis of PRDM14 (α-FLAG) and OCT3/4 at the *Klf2* locus in ESCs, EpiLCs (d2), and EpiLCs + PRDM14. Fold enrichment was calculated by comparing pre-immune immunoglobulin G (IgG) control (red dotted line) with each antibody. Error bars indicate ±SD of a technical duplicate. (C) GlucMS-qPCR analysis showing the percentage of 5mC and 5hmC marks at two *Klf2* enhancers in ESCs, EpiLCs (d2), and EpiLCs + PRDM14. Error bars indicate ±SD of a technical duplicate. (D) ChIP-qPCR analysis of PRDM14 (α-FLAG) and OCT3/4 at the *Klf2* locus every 6 hr after *Prdm14* induction. Error bars indicate ±SD of a technical duplicate. (E) Western blot (WB) analysis of FLAG, OCT3/4, TET1, and TET2 levels following immunoprecipitation (IP) of EpiLCs + PRDM14 precipitated with an anti-FLAG antibody. (F) GlucMS-qPCR analysis of the percentage of 5mC and 5hmC marks at the *Klf2* locus every 6 hr after *Prdm14* induction. Error bars indicate ±SD of a technical duplicate. (G) GlucMS-qPCR showing the percentage of 5mC and 5hmC marks at the *Klf2* locus in EpiLCs + PRDM14 treated with DMSO(DMSO; control), 3-aminobenzamide (3AB), or CRT 004876 (CRT). Error bars indicate ±SD of a technical duplicate. (H) ChIP-qPCR analysis of PRDM14 (α- FLAG) and OCT3/4 at the *Klf2* locus in EpiLCs + PRDM14 treated with DMSO, 3AB, or CRT. Fold enrichment was calculated by comparing pre-immune IgG control (red dotted line) with each antibody. Error bars indicate +SD of a technical duplicate.

**Figure 6:**
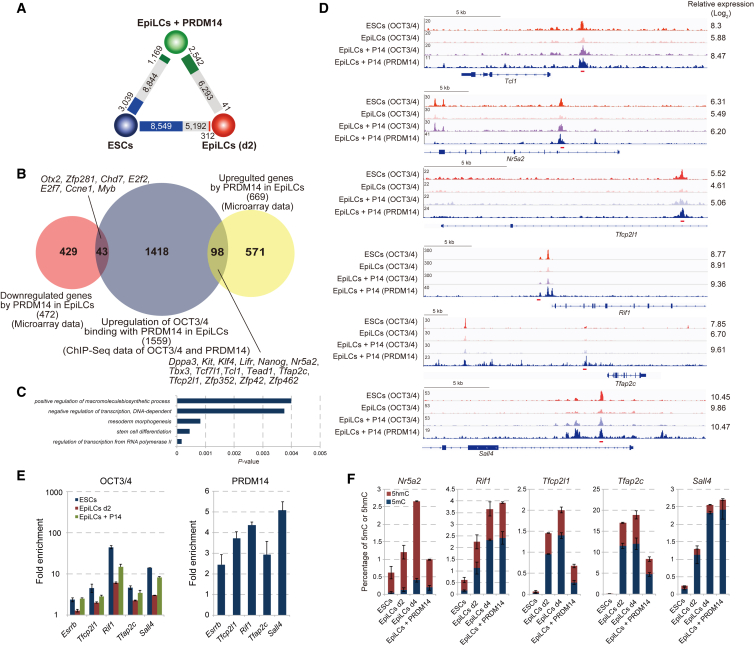
Enhancement of OCT3/4 Binding by PRDM14 during Reversion from Primed to Naive Pluripotency (A) Comparison of OCT3/4 binding peaks between ESCs and EpiLCs (d2), EpiLCs (d2) and EpiLCs + PRDM14, and EpiLCs + PRDM14 and ESCs. Numbers in gray rectangles indicate peaks common to both cell types in each pair. Numbers in blue, red, and green rectangles indicate peaks specific to ESCs, EpiLCs (d2), and EpiLCs + PRDM14, respectively. (B) Genes downregulated by PRDM14 during the transition from EpiLCs to ESCLCs (red circles). Genes associated with PRDM14 and OCT3/4 binding that were enhanced during the transition of EpiLCs to ESCs are indicated by navy circles; genes upregulated by PRDM14 in EpiLCs are shown by yellow circles. (C) GO annotation of genes upregulated by PRDM14 in which OCT3/4 binding increased with PRDM14 binding (from EpiLCs to EpiLCs + PRDM14). (D) ChIP-seq tracks of OCT3/4 and PRDM14 in ESCs, EpiLCs (d2), and EpiLCs + PRDM14. Intensity values of microarray data are shown on the right side. Red bar indicates the position of the primers for ChIP-qPCR and GlucMS-qPCR. (E) ChIP-qPCR analysis of OCT3/4 and PRDM14 expression in ESCs, EpiLCs (d2), and EpiLCs + PRDM14. Fold enrichment indicates values of each IgG relative to input values using the same amount of DNA as template. Error bars indicate ±SD of a technical duplicate. (F) GlucMS-qPCR analysis of the percentage of 5mC and 5hmC marks at pluripotency genes. Error bars indicate ±SD of a technical duplicate.

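Of the 6 genes of the panel, *Tcl1*, *Nr5a2*, *Tfcp2l1* and *Tfap2c* were past 1.5-fold higher in EpiLCs + PRDM14 than in EpiLCs (d2), and *Rif1* and *Sall4* were not. As log2 RMA signals in ESCs, EpiLCs (d2) and EpiLCs + PRDM14, *Tcl1* was at 8.30, 5.88 and 8.48, *Nr5a2* at 8.23, 6.49 and 7.99, and *Tfcp2l1* at 9.07, 6.46 and 7.57. *Tfap2c* was at 5.78, 5.33 and 7.32, and at 6.59 in EpiLCs (d4). The differences of *Rif1* and *Sall4* were smaller. *Rif1* was at 10.79, 10.83 and 11.21, a difference of 0.38 with PRDM14 at its brightest probe set, and 0.22 to 0.37 at the other three. *Sall4* was at 10.54, 10.03 and 10.59, a difference of 0.56, and its dimmer probe set gave 0.22. Among the genes with OCT3/4 binding named in Fig. 6B, 14 of 15 on the activated side were past 1.5-fold higher, with a median of 1.31, and 5 of 7 on the repressed side were lower, with a median of -0.61. *Zfp352*, a retroposed zinc-finger gene, was higher by 1.49 at its brightest probe set and 2.49 at its other, whereas *Tcf7l1*, the gene of a repressor in WNT signalling, was at 0.41 at its brightest and 0.80 at its other. On the repressed side, *Myb* was at -0.67 and *E2f7*, an E2F repressor gene, at -0.60, while the chromatin remodeller gene *Chd7* was at -0.21 at its brightest probe set and -0.68 at its other. The genes were chosen for the figure from the same arrays.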

**Figure 7:**
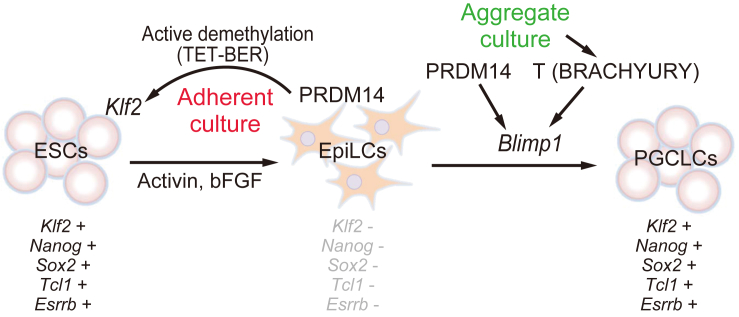
Working Model of the Role of PRDM14 in the Conversion of EpiLCs to ESCLCs and PGC Specification

# Supplementary material for: PRDM14 Drives OCT3/4 Recruitment via Active Demethylation in the Transition from Primed to Naive Pluripotency
**Source:** Stem Cell Reports. 2016 Nov 17;7(6):1072–86. doi: 10.1016/j.stemcr.2016.10.007
**Supplement:** Document S2. Article plus Supplemental Information

# PRDM14 Drives OCT3/4 Recruitment via Active Demethylation in the Transition from Primed to Naive Pluripotency

Naoki Okashita,<sup>1,4</sup> Yoshiaki Suwa,<sup>1</sup> Osamu Nishimura,<sup>2</sup> Nao Sakashita,<sup>1</sup> Mitsutaka Kadota,<sup>2</sup> Go Nagamatsu,<sup>3</sup> Masanori Kawaguchi,<sup>1</sup> Hiroki Kashida,<sup>1</sup> Ayaka Nakajima,<sup>1</sup> Makoto Tachibana,<sup>4</sup> and Yoshiyuki Seki<sup>1,\*</sup>

<http://dx.doi.org/10.1016/j.stemcr.2016.10.007>

## SUMMARY

Primordial germ cells (PGCs) are specified from epiblast cells in mice. Genes associated with naive pluripotency are repressed in the transition from inner cell mass to epiblast cells, followed by upregulation after PGC specification. However, the molecular mechanisms underlying the reactivation of pluripotency genes are poorly characterized. Here, we exploited the in vitro differentiation of epiblast-like cells (EpiLCs) from embryonic stem cells (ESCs) to elucidate the molecular and epigenetic functions of PR domain-containing 14 (PRDM14). We found that *Prdm14* overexpression in EpiLCs induced their conversion to ESC-like cells even in the absence of leukemia inhibitory factor in adherent culture. This was impaired by the loss of Kruppel-like factor 2 and ten-eleven translocation (TET) proteins. Furthermore, PRDM14 recruited OCT3/4 to the enhancer regions of naive pluripotency genes via TET-base excision repair-mediated demethylation. Our results provide evidence that PRDM14 establishes a transcriptional network for naive pluripotency via active DNA demethylation.

## INTRODUCTION

Cells in the human body can be broadly classified as two major types, germline and somatic cells. The fusion of fully differentiated germ cells (i.e., sperm and oocyte) produces a totipotent zygote. Since all cells harbor the same genetic code, differentiation depends on the epigenetic state of each cell; germ cells reprogram epigenetic information during their specification, development, and maturation to acquire toti- or pluripotency. Germ cells in mice are specified from proximal epiblast cells that lack expression of some subsets of pluripotency genes such as *Nanog*, Kruppel-like factor 2 (*Klf2*), and T cell leukemia/lymphoma 1 (*Tcl1*), which are regulated by the transcription factors B lymphocyte-induced maturation protein 1 (BLIMP1), PR domain-containing 14 (PRDM14), and transcription factor AP-2 gamma (TFAP2C) (Nakaki et al., 2013; Ohinata et al., 2005, 2009; Weber et al., 2010; Yabuta et al., 2006; Yamaji et al., 2008). Specified PGCs reactivate pluripotency-associated genes and can be used to derive embryonic germ cells (EGCs) via stimulation with three cytokines, basic fibroblast growth factor (bFGF), stem cell factor (SCF), and leukemia inhibitory factor (LIF) (Matsui et al., 1992). Migrating PGCs in the hindgut replace repressive DNA methylation and H3K9 methylation marks with a repressive H3K27 trimethylation mark in their genome during migration (Seki et al., 2005, 2007). DNA demethylation occurs as a two-step process: the first demethylation wave occurs in a genome-wide manner during migration and a second wave occurs in a locus-specific manner, for example

at germline-specific genes and imprinted loci at the time when PGCs arrive at the gonads (Seisenberger et al., 2012). CpG methylation marks can be removed via replication-dependent and independent mechanisms (Wu and Zhang, 2010). The former is regulated by inhibition of DNA methyltransferase activity during de novo DNA synthesis, whereas the latter (also known as active demethylation) is triggered by oxidation of 5-methylcytosine catalyzed by ten-eleven translocation (TET) proteins, which is followed by base excision repair (BER) (Hackett et al., 2012). PGCs use both active and passive demethylation to erase genome-wide methylation marks (Hajkova et al., 2008; Kagiwada et al., 2013; Kawasaki et al., 2014; Ohno et al., 2013; Popp et al., 2010). Global hypomethylation is induced in the transition from metastable embryonic stem cells (ESCs) cultured with serum plus LIF to ground-state ESCs cultured with 2i plus LIF, which is similar to the first wave of DNA demethylation in migratory PGCs (Ficz et al., 2013).

We have previously shown that PRDM14 is transiently expressed in the inner cell mass (ICM) of blastocysts at embryonic day 3.5 (E3.5) and reactivated in specifying PGCs at approximately E6.25 (Yamaji et al., 2008). Knockout (KO) studies have demonstrated that expression of *Prdm14* in the ICM is required for priming of the epiblast cells for proper somatic differentiation (Payer et al., 2013), and that expression of PGCs is critical for establishment of the germline in mice (Yamaji et al., 2008). Furthermore, induction of PRDM14 in epiblast-like cells (EpiLCs) induced from ESCs is sufficient for PGC-like cell (PGCLC) induction

in aggregate culture (Hayashi et al., 2011). KO and overexpression studies of *Prdm14* suggest that PRDM14 is a critical determinant for PGC specification in mice. However, recent studies regarding human PGC induction from pluripotent cells have clarified a difference in expression of *Prdm14* between mice and humans during the transition from pluripotent cells to PGCs (Irie et al., 2015; Sasaki et al., 2015). Interestingly, *PRDM14* is consistently expressed at moderate levels in pluripotent cells, i.e., primitive streak cells, which are precursors of PGCs in human, and PGCs, suggesting that PRDM14 is not a critical determinant for PGC specification in humans.

Here, we exploited adherent culture of EpiLCs in which *Prdm14* expression is controlled by doxycycline (Dox) to reveal the molecular and epigenetic function of PRDM14 during the transition from epiblast cells to PGCs in mice. We showed that inducing *Prdm14* expression in EpiLCs in adherent culture promotes pluripotency and self-renewal, resulting in conversion from EpiLCs to ESC-like cells (ESCLCs).

## RESULTS

### PRDM14 Overexpression Converts EpiLCs to ESC-like Cells

*Prdm14* is expressed in proximal epiblast cells at around E6.5 that constitute PGC precursors in mice. In three-dimensional aggregate culture of EpiLCs, PRDM14 has been shown to be sufficient to induce PGCLCs (Nakaki et al., 2013). To exclude the effect of cell-cell contact in three dimensions and investigate the direct function of PRDM14 in PGC development, we exploited adherent culture of EpiLCs, in which *Prdm14* expression was controlled by Dox treatment (ROSA-Tet-off [Figures 1 and 5] and piggyBac Tet-on [Figures 2, 3, 4, and 6]) (Figures 1A and 1B) (Hayashi et al., 2011). ESCs were transferred onto fibronectin and stimulated with bFGF and activin A in N2B27 medium containing 1% KO serum replacement (KSR), and 2 days after EpiLC induction, *Prdm14* expression was induced by removal of Dox in Glasgow minimum essential medium containing 15% KSR (GK15), which is the basic medium used for PGCLC induction (Figures 1C and 1D) (Ohinata et al., 2009). The morphology of EpiLCs expressing *Prdm14* changed from flattened to small, compact colonies, and the cells regained alkaline phosphatase (AP) activity to a degree similar to that of ESCs, which was associated with the reactivation of pluripotency genes (Figures 1E and 1F). Interestingly, the expression of early PGC markers in EpiLCs expressing PRDM14 was comparable with that in ESCs, and we were able to expand EpiLCs expressing PRDM14 at multiple passages, which clearly indicates that PRDM14 induction in EpiLCs does not induce PGCLCs (Figure S1A). To evaluate

the self-renewal capacity and pluripotency of *Prdm14*-expressing EpiLCs, we assessed colony formation along with AP activity in ESCs grown at low density under standard culture conditions (serum plus LIF). The number of AP-positive colonies was higher for EpiLCs overexpressing PRDM14 than for control EpiLCs (Figure 1G). Interestingly, despite the absence of LIF, we were able to expand PRDM14-expressing EpiLCs several times, and these cells retained expression of pluripotency genes except for *Klf4*, which is a direct target of LIF signaling (Figure S1B). Moreover, the cells formed three germ layers in the subcutaneous region of nude mice, indicating that PRDM14 expression confers self-renewal capacity and pluripotency in EpiLCs independent of LIF signaling (Figure 1H).

To determine the transcriptional dynamics in PRDM14-expressing EpiLCs, we performed a microarray analysis using total RNA from ESCs, EpiLCs at day 2 (d2), EpiLCs + PRDM14, and EpiLCs (d4). Unsupervised hierarchical clustering revealed that the global gene expression profile of EpiLCs + PRDM14 was more similar to that of ESCs than that of EpiLCs (Figure 2A). Scatterplots of EpiLCs (d2) and EpiLCs + PRDM14 showed that 669 genes, including those associated with pluripotency, were upregulated, and 480 genes, including those encoding DNA methyltransferases or associated with differentiation, were downregulated by *Prdm14* expression in EpiLCs (Figure 2B). Unsupervised hierarchical clustering of genes up- or downregulated by PRDM14 in EpiLCs formed four clusters (Figure 2C). Genes in cluster 1 did not show a significant change in the transition from ESCs to EpiLCs, but were upregulated thereafter, whereas cluster-2 genes showed downregulation from ESCs to EpiLCs, followed by upregulation. Genes in cluster 3 showed relatively high expression from ESCs to EpiLCs followed by downregulation, whereas those in cluster 4 showed upregulation from ESCs to EpiLCs before subsequent downregulation. According to gene ontology (GO) functional annotations, stem cell maintenance (e.g., *Tcl1*, *Nanog*, *nuclear receptor subfamily [Nr]5a2*, and estrogen-related receptor  $\beta$  [*Esrrb*]), and DNA methylation (e.g., *Dnmt3a/b*) genes were enriched in clusters 2 and 4, respectively (Figures 2C and 2D). PRDM14 overexpression in epiblast stem cells (EpiSCs) partially activated pluripotency genes without inducing their conversion to ESCs, even in the presence of LIF (Gillich et al., 2012). To identify candidate genes regulated by PRDM14 that can account for the difference between EpiLC and EpiSC conversion to ESCs, we compared the top 1,000 probes that were differentially upregulated by PRDM14 overexpression in EpiLCs and EpiSCs according to published data (Gillich et al., 2012). Critical pluripotency factors such as *Tcl1*, *Nanog*, *Nr5a2*, transcription factor CP2-like 1 (*Tfcp2l1*), and *T-box 3* (*Tbx3*) were upregulated by PRDM14 in EpiLCs but not in EpiSCs (Figure 2E), suggesting that differences in the

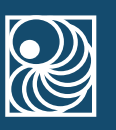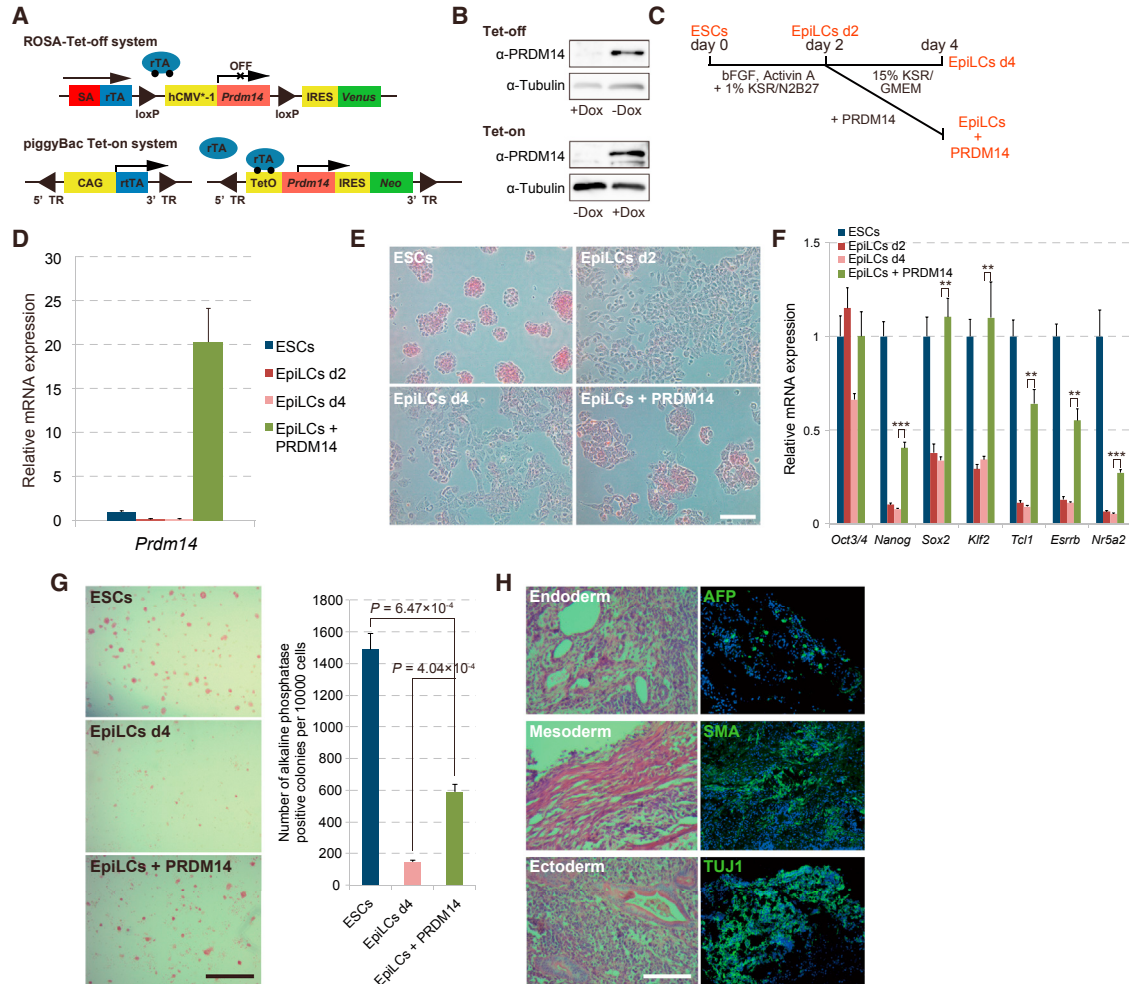

**Figure 1. PRDM14 Induces the Transition of EpiLCs to ESCLCs**

(A) Constructs of the ROSA-Tet-off system and piggyBac Tet-on system.

(B) Western blotting of PRDM14 and tubulin.

(C) Scheme of the transition of ESCs to EpiLCs and of EpiLCs to ESCLCs.

(D) qRT-PCR analysis of *Prdm14* expression in ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14. Error bars indicate  $\pm$ SD of a biological triplicate.

(E) AP staining of ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14. Scale bar, 50  $\mu$ m.

(F) qRT-PCR analysis of pluripotency genes in ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14. Error bars indicate  $\pm$ SD of a biological triplicate.

(G) Colony formation by ESCs, EpiLCs (d4), and EpiLCs + PRDM14 was assessed by AP staining over 3 days in the presence of serum + LIF. Error bars indicate  $\pm$ SD of biological triplicates. p Values were calculated with the Student's t test. Scale bar, 200  $\mu$ m.

(H) (Left) Teratoma formation by EpiLCs expressing *Prdm14* cultured in the absence of LIF. (Right) Immunofluorescent staining of  $\alpha$ -fetoprotein (AFP), smooth muscle actin (SMA), and class III  $\beta$ -tubulin (TUJ1) in teratoma sections. Scale bar, 200  $\mu$ m.

\*\*p < 0.01, \*\*\*p < 0.001, Student's t test.

epigenetic landscape of pluripotency-associated genes between EpiLCs and EpiSCs may be critical for their activation by PRDM14. In the case of genes downregulated by PRDM14, epigenetic modifiers controlling DNA and H3K9 methylation—including *Dnmt3a*, *Dnmt3l*, *ubiquitin-like PHD* and *RING finger domain-containing protein 1* (*Uhrf1*), *helicase lymphoid-specific* (*Hells*), and *suppressor of*

*variegation 3–9 homolog 1* (*Suv39h1*)—were downregulated by PRDM14 only in EpiLCs (Figure S2A), which may be necessary for the establishment of an epigenetic background that ensures the conversion from EpiLCs to ESCLCs.

We used adherent EpiLC cultures to investigate the function of PRDM14 while excluding the effects of

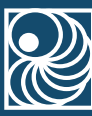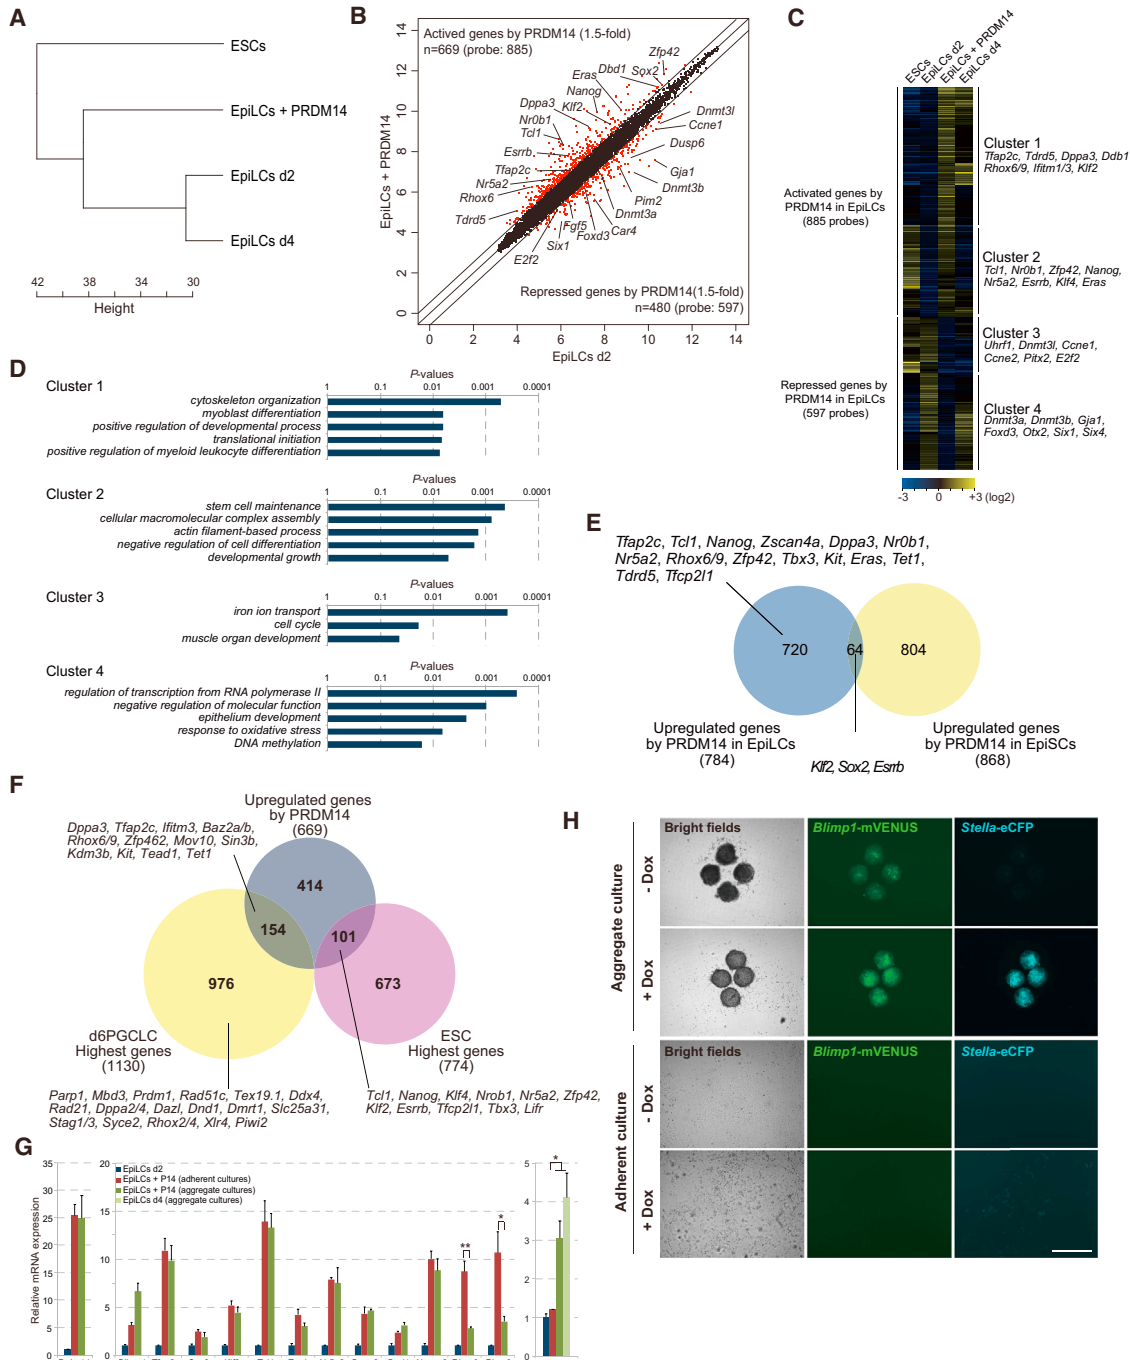

**Figure 2. Global Gene Expression Profiles in the Transition from EpiLCs to ESCLCs**

(A) Unsupervised hierarchical cluster analysis of ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14.

(B) Scatter plots comparing the transcriptomes of EpiLCs + PRDM14 and EpiLCs (d2).

(C) Heatmap visualization of data obtained by unsupervised hierarchical cluster analysis of genes up- and downregulated by PRDM14 in EpiLCs.

(D) GO term overrepresentation analysis using DAVID.

(E) Comparison of genes upregulated by PRDM14 in EpiLCs versus EpiSCs.

(F) Comparison of genes upregulated by PRDM14 and those most highly expressed in ESCs and d6 PGCLCs (Kurimoto et al., 2015).

(legend continued on next page)

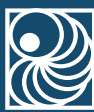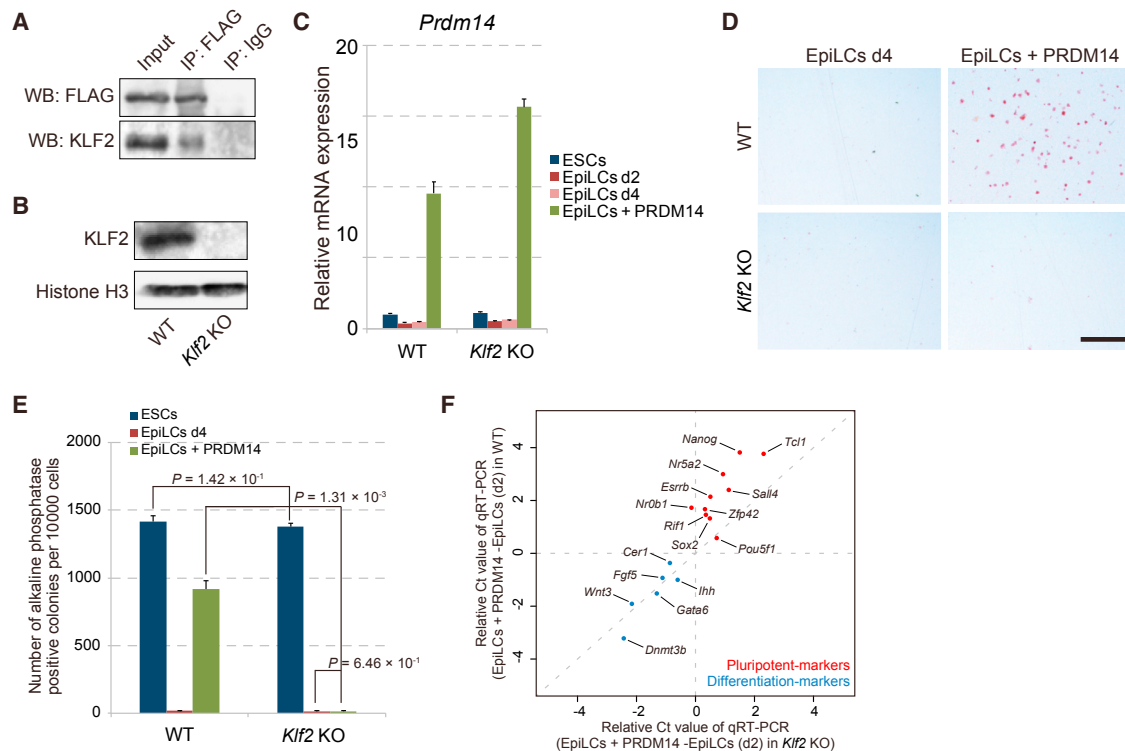

**Figure 3. *Klf2* Is Required for the PRDM14-Induced Reversion of EpiLCs to ESCLCs**

(A) Immunoprecipitation of PRDM14 with KLF2 in ESCs.  
(B) Western blot analysis of KLF2 expression in WT and *Klf2* KO ESCs.  
(C) qRT-PCR analysis of *Prdm14* expression in WT and *Klf2* KO ESCs. Error bars indicate  $\pm$ SD of a biological triplicate.  
(D) Colony formation by EpiLCs with or without *Prdm14* induction induced from WT or *Klf2* KO ESCs, as assessed by AP staining. Scale bar, 200  $\mu$ m.  
(E) Quantification of colony formation shown in (D). Error bars indicate  $\pm$ SD of biological triplicates. p Values were calculated with Student's t test.  
(F) Scatter plot shows relative Ct values of pluripotency-associated genes (red dots) and differentiation markers (blue dots) determined by qRT-PCR. The x axis indicates relative Ct values of each gene (EpiLCs + PRDM14 - EpiLCs [d2]) in WT, and the y axis indicates relative Ct values of each gene (EpiLCs + PRDM14 - EpiLCs [d2]) in *Klf2* KO.

three-dimensional cell-cell contact. EpiLCs expressing PRDM14 could be expanded for long time periods, implying that EpiLCs were not induced to become PGCLCs under our culture conditions. In contrast, forced expression of PRDM14 in aggregate EpiLC cultures induced PGCLCs but not ESCLCs (Nakaki et al., 2013). Germ cell specification consists of two major events: the acquisition of potential pluripotency (by reactivation of genes such as *Nanog*, *Klf2*, and *Tcf1*) and of germ cell character (by activation of *Blimp1*, *Nanos3*, and *dead-end protein homology 1*) (Kurimoto et al., 2008; Yamaji et al., 2008). The difference

in cell fate between PRDM14-expressing EpiLCs grown as adherent or aggregate cultures suggests that acquisition of pluripotency is directly controlled by PRDM14, while three-dimensional cell-cell interactions between EpiLCs are required for the induction of germ cell characteristics, including the activation of germline-specific genes. A recent analysis of global gene expression in the differentiation of ESCs to EpiLCs and of EpiLCs to PGCLCs identified genes that were enriched in ESCs, EpiLCs, and d2 and d6 PGCLCs (Kurimoto et al., 2015). We compared the characteristics of EpiLCs expressing PRDM14 grown under our

(G) qRT-PCR analysis of pluripotency and germ cell-related genes in EpiLCs, and EpiLCs expressing PRDM14 and grown as adherent or aggregate cultures. Error bars indicate  $\pm$ SD of a biological triplicate. \* $p < 0.05$ , \*\* $p < 0.01$ , Student's t test.

(H) Comparison of the expression of PGC markers, *Blimp1* (mVENUS) and *stella* (eCFP), between adherent culture and aggregate culture of EpiLCs with PRDM14. Scale bar, 200  $\mu$ m.

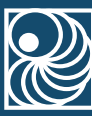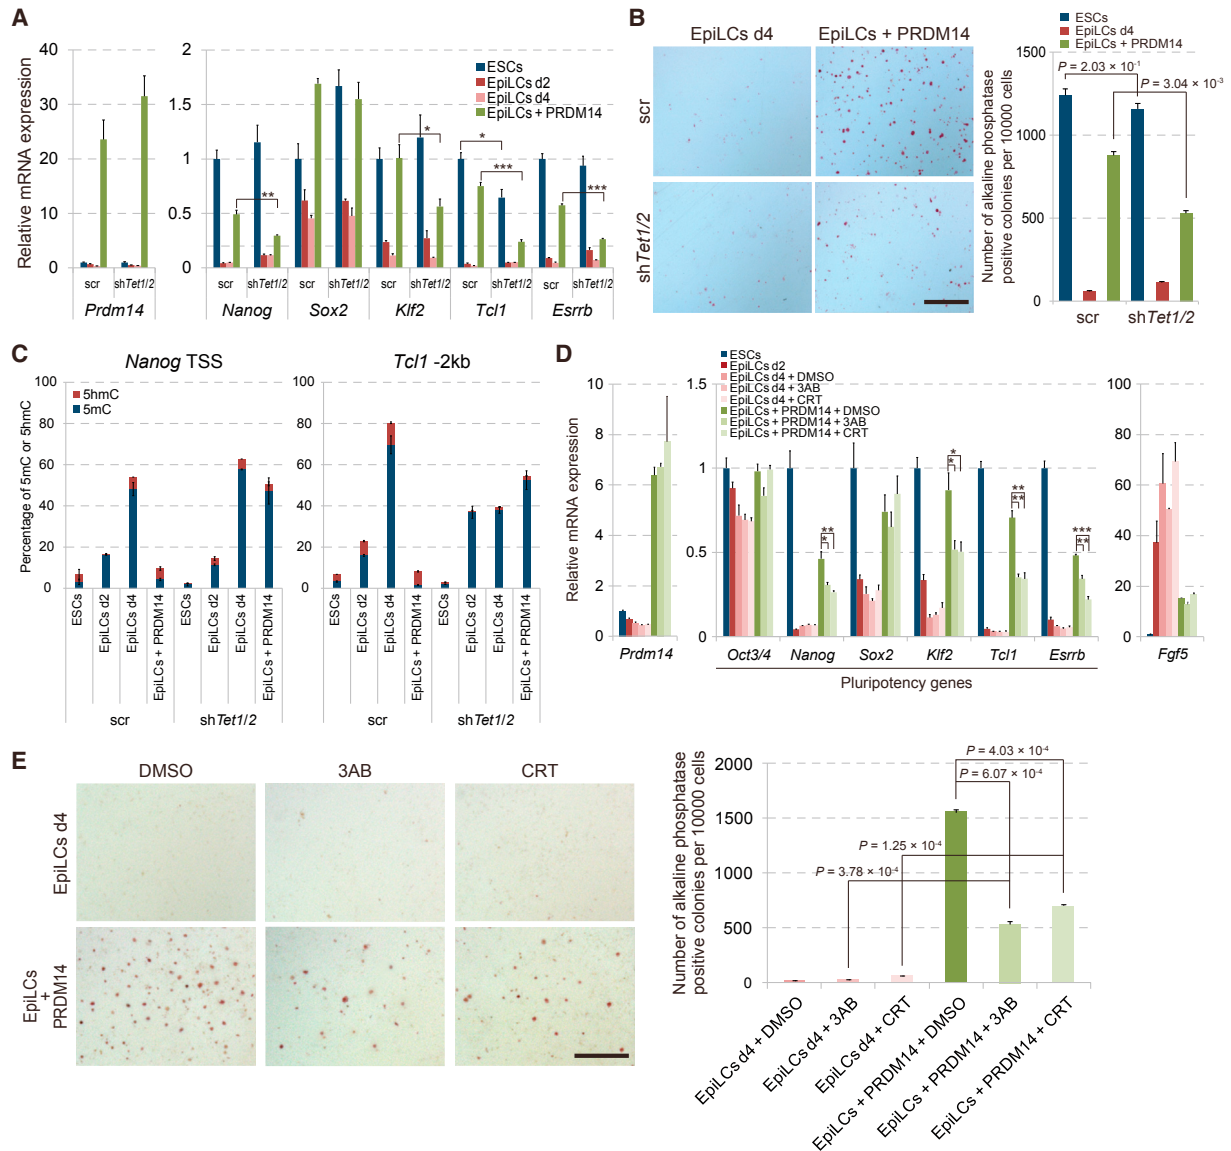

**Figure 4. Reversion from Primed to Naive Pluripotency Induced by PRDM14 via the TET-BER Pathway**

(A) qRT-PCR analysis of *Prdm14* and pluripotency genes in ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14 in WT and *Tet1/2* KD backgrounds. Error bars indicate  $\pm$ SD of a biological triplicate. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , Student's t test.

(B) Colony formation by EpiLCs with or without *Prdm14* induction induced from WT and *Tet1/2* KD ESCs, as determined by AP staining. Scale bar, 200  $\mu$ m. Error bars indicate  $\pm$ SD of biological triplicates. p Values were calculated with Student's t test.

(C) Glucosylation of genomic DNA followed by methylation-sensitive (GlucMS)-qPCR analysis showing the percentage of 5mC and 5hmC marks in or near PRDM14 binding regions of the *Nanog* and *Tcf1* enhancers in ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14 in WT and *Tet1/2* KD backgrounds. Error bars indicate  $\pm$ SD of a biological triplicate.

(D) qRT-PCR analysis of *Prdm14*, pluripotency genes, and *Fgf5* in ESCs, EpiLCs (d2), EpiLCs (d4), and EpiLCs + PRDM14 treated with DMSO (control), 3-aminobenzamide (3AB), and CRT 004876 (CRT). Error bars indicate  $\pm$ SD of a biological triplicate. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , Student's t test.

(E) Colony formation by EpiLCs + PRDM14 treated with DMSO, 3AB, and CRT as assessed by AP staining. Error bars indicate  $\pm$ SD of a biological triplicate. p Values were calculated with Student's t test. Scale bar, 200  $\mu$ m.

culture conditions with ESC highest genes, d6 PGCLCs, and EpiLC highest genes in a Venn diagram. The majority of transcription factors critical for ESC pluripotency among

ESC highest genes were upregulated by PRDM14 in adherent EpiLC cultures, while genes most highly expressed in d6 PGCLCs were generally not upregulated by

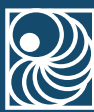

PRDM14 in these cultures including *Blimp1* (*Prdm1*), a critical determinant of germ cell specification (Ohinata et al., 2005) (Figures 2F and 2G). These findings led us to speculate that a combination of *Prdm14* induction and three-dimensional cell-cell contact is necessary for the induction of *Blimp1* expression in EpiLCs. To clarify the response of EpiLCs to PRDM14 induction in aggregate culture and adherent culture, we established PRDM14-inducible ESCs carrying two reporters, *Blimp1*-mVENUS (BV) and *stella*-eCFP (SC) (BVSC), and monitored the fluorescence of mVENUS and eCFP in different culture conditions (Hayashi et al., 2011). At 2 days after PRDM14 induction in EpiLCs at aggregate culture, the aggregates showed both BV and SC expression (Figure 2H), which provides evidence of PGCLC induction, as shown in a previous study (Nakaki et al., 2013). By contrast, adherent-cultured EpiLCs expressing PRDM14 showed no BV expression and weak SC expression, which is consistent with the expression profile in ESCs (Hayashi et al., 2011). *Blimp1* is upregulated by the mesoderm marker gene *T* (*Brachyury*) (Aramaki et al., 2013). We therefore compared *T* expression levels in adherent and aggregate EpiLC cultures. Interestingly, *T* was only upregulated in EpiLC aggregate cultures both with and without *Prdm14* induction (Figure 2G), suggesting that three-dimensional cell-cell interactions are required for *T* expression, which induces PGCs along with PRDM14. A comparison of genes downregulated by PRDM14 in adherent EpiLC cultures with EpiLC highest genes showed that many EpiLC highest genes including *Otx2* and *Foxd3* (Buecker et al., 2014; Respuela et al., 2016), which are known to be important for the transition from naive to primed pluripotency, were repressed by PRDM14, indicating that PRDM14 suppresses epiblast characteristics (Figure S2B).

### **Klf2 Is Required for the Acquisition of Pluripotency by PRDM14**

Adherent culture of EpiLCs with PRDM14 is a powerful tool to uncover the molecular and epigenetic mechanisms for potential re-establishment of pluripotency by PRDM14, because this system induces the conversion from EpiLCs to ESCLCs at high efficiency and uniformly. We first focused on the function of KLF2, which is activated soon after induction of PRDM14 in EpiLCs in adherent culture. KLF2 has been shown to act synergistically with PRDM14 in the reversion of EpiSCs to ESCs (Gillich et al., 2012); the interaction between the two proteins in ESCs was confirmed by immunoprecipitation (IP) (Figure 3A). To clarify the role of *Klf2* in the PRDM14-associated acquisition of pluripotency, we generated *Klf2* KO ESCs harboring a Dox-inducible *Prdm14* expression cassette using the clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 system (Figures 3B and 3C). Interestingly,

we did not observe AP-positive colonies in *Klf2*-null EpiLCs expressing PRDM14, which demonstrated that *Klf2* is essential for the PRDM14-induced conversion of EpiLCs to ESCLCs (Figure 3D and 3E). To clarify the cause of the loss of AP activity in EpiLCs + PRDM14 in *Klf2* KO, we compared the repression of differentiation markers and activation of pluripotency-associated markers by PRDM14 in wild-type (WT) and *Klf2* KO using qRT-PCR analysis. We plotted the relative Ct values of qRT-PCR data (EpiLCs + PRDM14 – EpiLCs [d2]) for WT (y axis) and *Klf2* KO (x axis). Consistent impairment of activation of pluripotency-associated genes by PRDM14 was observed, whereas the repression of differentiation markers by PRDM14 was relatively maintained in *Klf2* KO EpiLCs (Figure 3F). These results indicate that PRDM14 cooperates with KLF2 to convert EpiLCs to ESCLCs through the activation of pluripotency-associated genes.

### **PRDM14-Induced Acquisition of Pluripotency Occurs via TET-Dependent Active Demethylation**

We previously showed that PRDM14 promotes active demethylation of pluripotency genes in ESCs via the TET-BER pathway (Okashita et al., 2014). To assess the role of the TET-BER pathway in PRDM14-induced acquisition of pluripotency, we established a *Tet1/Tet2* knockdown (KD) ESC line with a Dox-inducible *Prdm14* cassette (Figure S3A). *Tet1/Tet2* KD prevented the reactivation of *Nanog*, *Klf2*, *Tcl1*, and *Esrrb* but not of *Sox2* and also prevented AP-positive colony formation by PRDM14 under ESC culture conditions (Figures 4A and 4B), while the repression of *Dnmt3b* and differentiation markers by PRDM14 occurred normally in *Tet1/Tet2* KD EpiLCs (Figure S3B). CpG methylation level at PRDM14 binding regions of *Nanog* and *Tcl1* in ESCs substantially increased in the transition from ESCs to EpiLCs; these marks were rapidly removed by *Prdm14* induction (Figure 4C). In contrast, the removal of 5-methylcytosine (5mC) by PRDM14 at *Nanog* and *Tcl1* loci was impaired by *Tet1/Tet2* KD. Furthermore, treatment of EpiLCs expressing PRDM14 with pharmacological inhibitors of the BER components DNA endonuclease apurinic/apyrimidinic endonuclease (3-aminobenzamide) and poly(ADP-ribose) polymerase (CRT 004876) abrogated the reversion of EpiLCs to ESCLCs, similar to the *Tet1/Tet2* KD phenotype (Figures 4D and 4E). To investigate the role of TET proteins in global gene expression profiles regulated by PRDM14 in EpiLCs, we compared genes that were up- or downregulated by PRDM14 in WT and *Tet1/Tet2* KD EpiLCs by microarray analysis. Genes that were up- or downregulated by PRDM14 in WT EpiLCs showed corresponding up- and downregulation in *Tet1/Tet2* KD EpiLCs (Figure S4A). These genes were of four types: ESC-, PGC-, or EpiLC-enriched, or epigenetic modifiers. We examined the effect of *Tet1/Tet2* KD on the transcriptional regulation

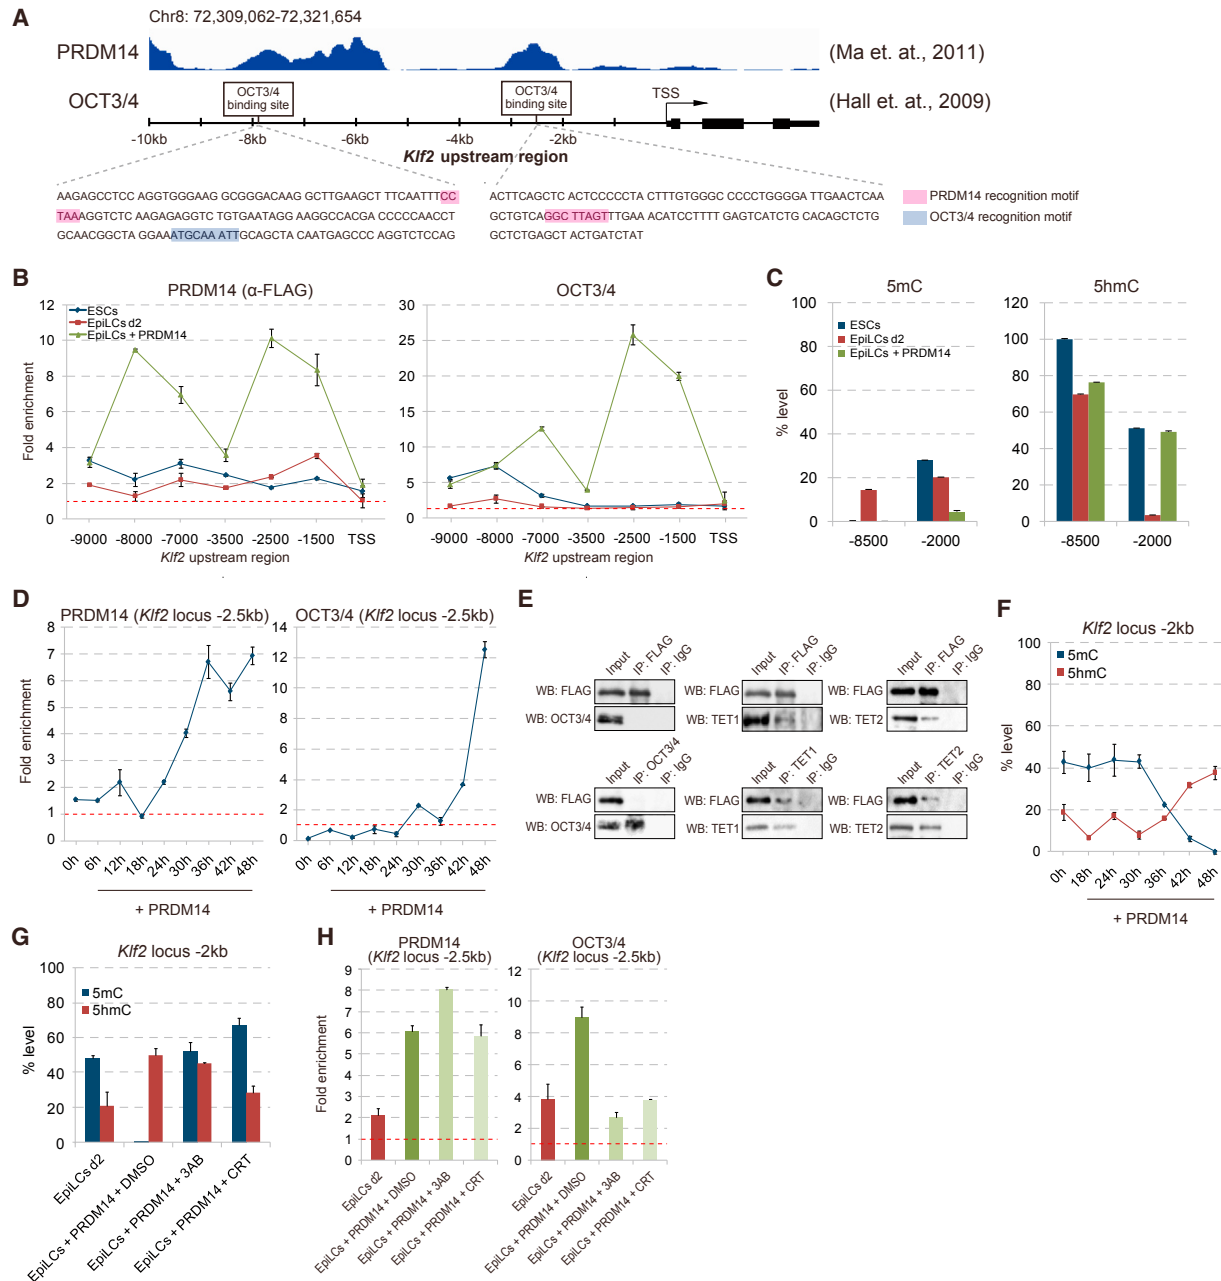

**Figure 5. PRDM14 Increases OCT3/4 Recruitment to *Klf2* via the TET-BER Pathway**

(A) Schematic representation of ChIP data for PRDM14 and OCT3/4 at the *Klf2* locus in ESCs (Hall et al., 2009; Ma et al., 2011) and PRDM14 and OCT3/4 recognition motifs at two enhancers.

(B) ChIP-qPCR analysis of PRDM14 (α-FLAG) and OCT3/4 at the *Klf2* locus in ESCs, EpiLCs (d2), and EpiLCs + PRDM14. Fold enrichment was calculated by comparing pre-immune immunoglobulin G (IgG) control (red dotted line) with each antibody. Error bars indicate ±SD of a technical duplicate.

(C) GlucMS-qPCR analysis showing the percentage of 5mC and 5hmC marks at two *Klf2* enhancers in ESCs, EpiLCs (d2), and EpiLCs + PRDM14. Error bars indicate ±SD of a technical duplicate.

(D) ChIP-qPCR analysis of PRDM14 (α-FLAG) and OCT3/4 at the *Klf2* locus every 6 hr after *Prdm14* induction. Error bars indicate ±SD of a technical duplicate.

(E) Western blot (WB) analysis of FLAG, OCT3/4, TET1, and TET2 levels following immunoprecipitation (IP) of EpiLCs + PRDM14 precipitated with an anti-FLAG antibody.

(legend continued on next page)

of these genes by PRDM14 in EpiLCs (Figure S4B). The expression of PGC- and EpiLC-enriched genes and epigenetic modifiers was unaltered by PRDM14 in *Tet1/Tet2* KD EpiLCs. In contrast, activation of ESC-enriched genes by PRDM14 was impaired in *Tet1/Tet2* KD EpiLCs. We observed, however, that ESC-enriched genes tended to be upregulated by PRDM14 even in *Tet1/Tet2* KD EpiLCs, suggesting that TET proteins cooperate with an unknown pathway regulated by PRDM14 to activate ESC-enriched genes in EpiLCs (Figure S4B).

### PRDM14 Enhances OCT3/4 Binding to *Klf2* Enhancers via the TET-BER Pathway

Because *Klf2* activation is critical for acquisition of pluripotency by PRDM14, we investigated the molecular and epigenetic mechanisms of *Klf2* activation by PRDM14. Both PRDM14 and OCT3/4 bind to proximal and distal enhancers of the *Klf2* locus in ESCs (Figure 5A) (Hall et al., 2009; Ma et al., 2011). We therefore evaluated the binding of PRDM14 and OCT3/4 to the *Klf2* locus in the transition from ESCs to EpiLCs and dedifferentiation of EpiLCs to ESCs by chromatin IP (ChIP)-qPCR. Since ChIP-grade anti-PRDM14 antibody was unavailable, we detected the binding of exogenous FLAG-PRDM14 in EpiLCs using an anti-FLAG antibody (Figure 5B). After *Prdm14* expression was induced in EpiLCs, two distinct peaks appeared at the proximal and distal enhancers of *Klf2* (Figure 5B). Under our culture conditions, OCT3/4 was present only at distal enhancers of *Klf2*, and this peak disappeared in the transition from ESCs to EpiLCs (Figure 5B). Interestingly, induction of *Prdm14* expression enhanced the binding of OCT3/4 at both proximal and distal enhancers of *Klf2* in EpiLCs.

We next measured 5mC and 5hmC levels at two enhancers of *Klf2* in ESCs, EpiLCs, and EpiLCs + PRDM14. In ESCs, 5mC was detected only at proximal enhancers of *Klf2*, which was correlated with absence of OCT3/4 at the proximal enhancer (Figures 5B and 5C). At the distal enhancer of *Klf2*, 5mC level was transiently upregulated during the differentiation of ESCs to EpiLCs; this was followed by a downregulation induced by PRDM14. In contrast, the 5hmC level remained constant. To determine the temporal hierarchy of events (PRDM14 and OCT3/4 binding, 5mC removal, and activation of *Klf2* expression), we analyzed *Prdm14* and *Klf2* expression as well as PRDM14

and OCT3/4 binding, and 5mC and 5hmC distribution at the two *Klf2* enhancers every 6 hr after *Prdm14* induction in EpiLCs. *Prdm14* expression was detected starting 18 hr after induction; this was followed by increased PRDM14 binding at the two enhancers at 24 hr (Figures 5D, S5A, and S5B). In contrast, OCT3/4 binding at these sites first appeared 42 hr after *Prdm14* induction (Figures 5D and S5B). PRDM14 was found to interact with TET1 and TET2 but not with OCT3/4 in EpiLCs (Figure 5E), suggesting that PRDM14 indirectly enhances OCT3/4 recruitment to these enhancers. Interestingly, the level of 5mC rapidly reduced while that of 5hmC increased after PRDM14 recruitment to these enhancers (Figures 5F and S5C). To determine whether active demethylation by PRDM14 is required for OCT3/4 binding, we examined the effects of BER inhibitor (BERi) on 5mC removal from and OCT3/4 recruitment to these enhancers. BERi treatment completely disrupted the rapid removal of 5mC by PRDM14 at both *Klf2* enhancers in EpiLCs (Figures 5G and S5D). Under these conditions, OCT3/4 recruitment was abrogated although PRDM14 enrichment was unaltered (Figures 5H and S5E). Taken together, these data indicate that PRDM14 activates *Klf2* expression via active demethylation-mediated recruitment of OCT3/4 to the enhancers (Figure S5F).

To identify the genomic regions at which PRDM14 enhances OCT3/4 recruitment, we performed ChIP for OCT3/4 and PRDM14 ( $\alpha$ -FLAG) followed by deep sequencing (ChIP-seq) in ESCs, EpiLCs, and EpiLCs expressing PRDM14, and identified 18,093, 8,136, and 13,882 OCT3/4 peaks, respectively, using the MACS2 callpeak (Feng et al., 2012). Next, to investigate the effects of PRDM14 on OCT3/4 binding, we compared the enrichment of OCT3/4 peaks among ESCs, EpiLCs, and EpiLCs expressing PRDM14 by using the MACS2 bdgdiff module (Feng et al., 2012). Over half of the OCT3/4 binding in ESCs was reduced and only 312 peaks increased in the transition of ESCs to EpiLCs (Figure 6A); 2 days after PRDM14 induction, 2,542 OCT3/4 binding peaks increased or had appeared, and those corresponding to 1,559 genes colocalized with PRDM14 binding peaks (Figure 6B). Approximately 6.3% (98 of 1,559) of genes in which OCT3/4 binding was enhanced by PRDM14 were upregulated by PRDM14, whereas approximately 2.8% (43 of 1,559) of genes in which OCT3/4 binding was upregulated by

(F) GlucMS-qPCR analysis of the percentage of 5mC and 5hmC marks at the *Klf2* locus every 6 hr after *Prdm14* induction. Error bars indicate  $\pm$ SD of a technical duplicate.

(G) GlucMS-qPCR showing the percentage of 5mC and 5hmC marks at the *Klf2* locus in EpiLCs + PRDM14 treated with DMSO (DMSO; control), 3-aminobenzamide (3AB), or CRT 004876 (CRT). Error bars indicate  $\pm$ SD of a technical duplicate.

(H) ChIP-qPCR analysis of PRDM14 ( $\alpha$ -FLAG) and OCT3/4 at the *Klf2* locus in EpiLCs + PRDM14 treated with DMSO, 3AB, or CRT. Fold enrichment was calculated by comparing pre-immune IgG control (red dotted line) with each antibody. Error bars indicate  $\pm$ SD of a technical duplicate.

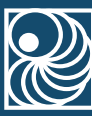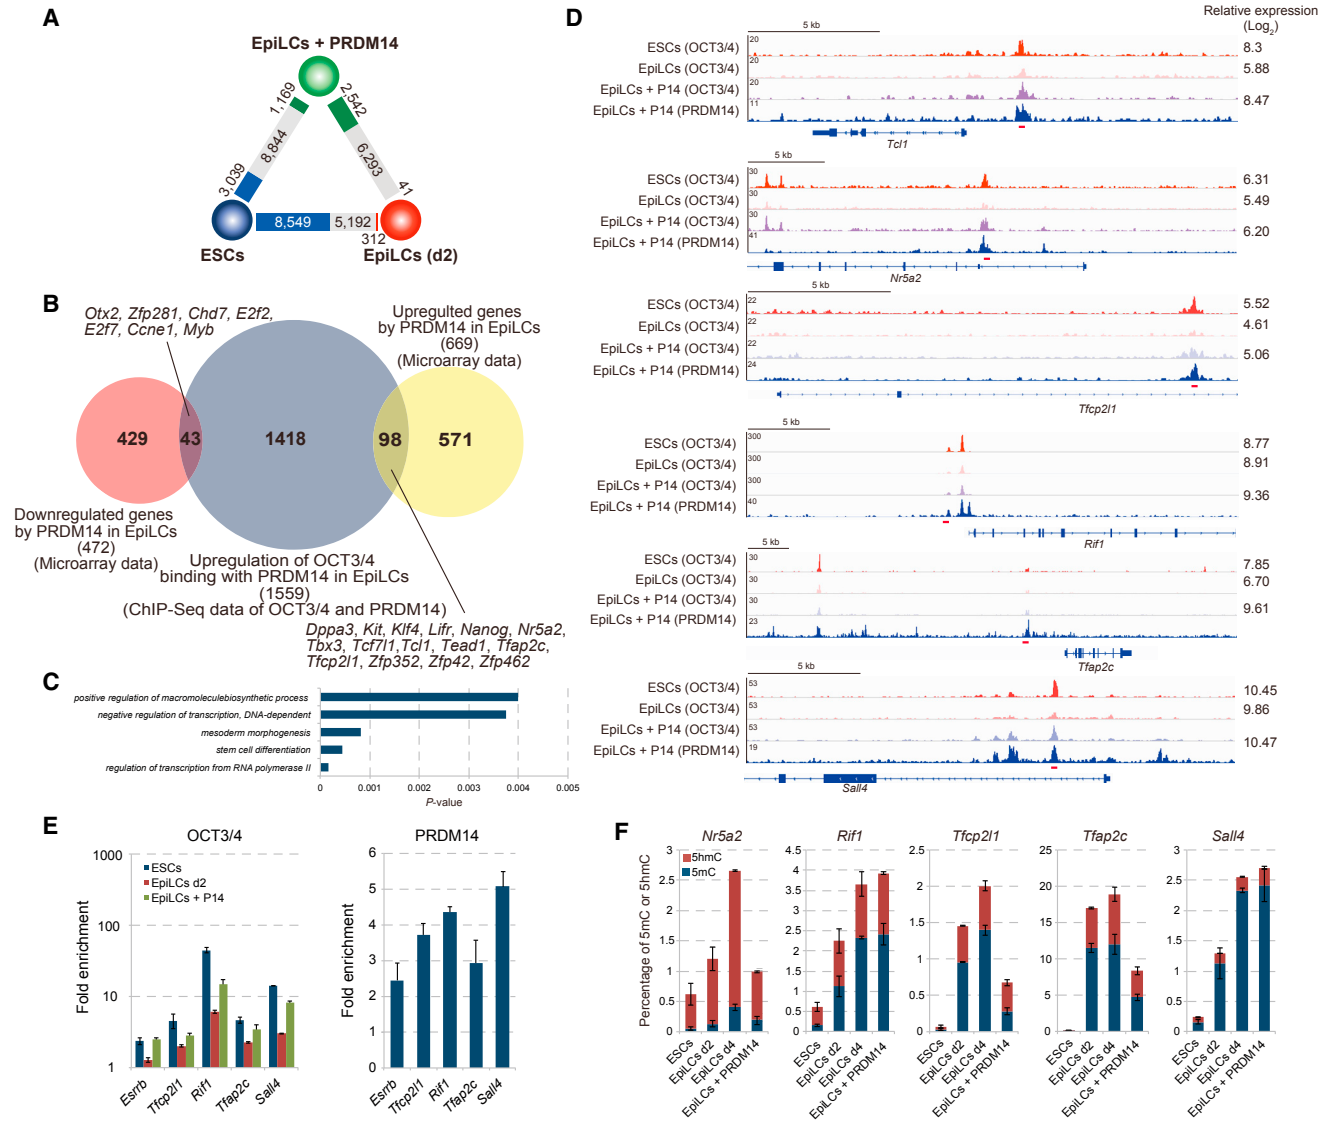

**Figure 6. Enhancement of OCT3/4 Binding by PRDM14 during Reversion from Primed to Naive Pluripotency**

(A) Comparison of OCT3/4 binding peaks between ESCs and EpiLCs (d2), EpiLCs (d2) and EpiLCs + PRDM14, and EpiLCs + PRDM14 and ESCs. Numbers in gray rectangles indicate peaks common to both cell types in each pair. Numbers in blue, red, and green rectangles indicate peaks specific to ESCs, EpiLCs (d2), and EpiLCs + PRDM14, respectively.

(B) Genes downregulated by PRDM14 during the transition from EpiLCs to ESCs (red circles). Genes associated with PRDM14 and OCT3/4 binding that were enhanced during the transition of EpiLCs to ESCs are indicated by navy circles; genes upregulated by PRDM14 in EpiLCs are shown by yellow circles.

(C) GO annotation of genes upregulated by PRDM14 in which OCT3/4 binding increased with PRDM14 binding (from EpiLCs to EpiLCs + PRDM14).

(D) ChIP-seq tracks of OCT3/4 and PRDM14 in ESCs, EpiLCs (d2), and EpiLCs + PRDM14. Intensity values of microarray data are shown on the right side. Red bar indicates the position of the primers for ChIP-qPCR and GlucMS-qPCR.

(E) ChIP-qPCR analysis of OCT3/4 and PRDM14 expression in ESCs, EpiLCs (d2), and EpiLCs + PRDM14. Fold enrichment indicates values of each IgG relative to input values using the same amount of DNA as template. Error bars indicate  $\pm$ SD of a technical duplicate.

(F) GlucMS-qPCR analysis of the percentage of 5mC and 5hmC marks at pluripotency genes. Error bars indicate  $\pm$ SD of a technical duplicate.

PRDM14 were downregulated by *Prdm14* induction in EpiLCs (Figure 6B). An overrepresentation analysis using DAVID (Huang et al., 2007) revealed that GO terms related

to stem cell maintenance, including *Tcf1*, *Nr5a2*, and *Tfcp2l1*, were enriched among the upregulated genes (Figures 6C and 6D). Consistent with ChIP-seq data, the

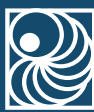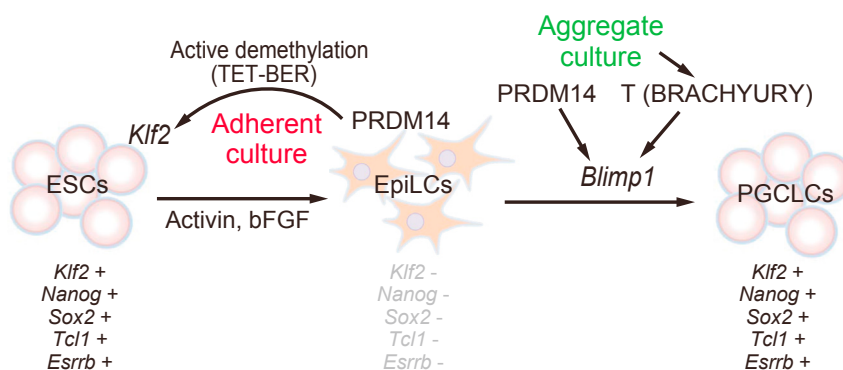

**Figure 7. Working Model of the Role of PRDM14 in the Conversion of EpiLCs to ESCLCs and PGC Specification**

enrichment of OCT3/4 binding at five of the genes decreased during differentiation of ESC to EpiLC, with a consequent increase in OCT3/4 binding peaks by PRDM14 binding-associated induction (Figure 6E). To determine whether PRDM14-mediated DNA demethylation modulates the recruitment of OCT3/4 to the five genes, we measured 5mC and 5hmC levels at the binding regions of OCT3/4 and PRDM14 by glucosylation of genomic DNA followed by methylation-sensitive (GlucMS)-qPCR (Figure 6F). 5mC levels were elevated at all genes analyzed during ESC-to-EpiLC differentiation, whereas at three of the five genes the levels decreased after PRDM14 induction in EpiLCs. These findings indicate that PRDM14 acts via DNA demethylation-dependent and -independent mechanisms to recruit OCT3/4.

## DISCUSSION

This study provides evidence that PRDM14 confers pluripotency and self-renewal capacity to EpiLCs by reactivating pluripotency genes via TET-BER-mediated active demethylation (Figure 7). Nascent PGCs reactivate pluripotent-associated genes during specification from epiblast cells. Our data suggest that the activation of PRDM14 in epiblast is a key event for reactivation of pluripotent-associated genes and the acquisition of potential pluripotency. Our data demonstrate that EpiLC culture conditions (i.e., adherent versus aggregate) determine the expression of two key genes for PGC specification, *T* and *Blimp1* (Ohinata et al., 2005) (Figures 2G and 2H). Moreover, adherent EpiLC cultures with *Prdm14* induction resulted in the conversion of EpiLCs to ESCLCs, whereas three-dimensional aggregate cultures induced PGCLCs (Nakaki et al., 2013). It has been shown that the WNT3- $\beta$ -catenin axis induces *T* expression in epiblast culture in aggregate culture of EpiLCs (Aramaki et al., 2013). Therefore, we consider that aggregate culture of EpiLCs enhance WNT3- $\beta$ -catenin signaling to activate *T* expression. Further experiments are needed to clarify

whether the combination of PRDM14 with BLIMP1 or *T* can induce PGCLCs from EpiLCs in adherent culture.

*Tet1/Tet2* KD and BERi treatment impaired the reactivation of pluripotency genes by PRDM14, reducing the conversion efficiency of EpiLCs to ESCLCs. However, the reactivation of pluripotency genes by PRDM14 was partially inhibited by *Tet1/Tet2* KD and BERi treatment, implying that PRDM14 acts via a TET-BER-independent mechanism in this process. Furthermore, PRDM14-induced activation of PGC-enriched genes including *Tfap2c*, developmental pluripotency-associated 3 (*Dppa3*), and reproductive homeobox 6/9 (*Rhox6/9*) was normal in *Tet1/Tet2* KD EpiLCs. These data are consistent with the phenotype of *Tet1/Tet2* double KO (DKO) PGCs, and demonstrate normal PGC specification and development (Yamaguchi et al., 2012). Further studies examining the developmental potential of EGCs derived from *Tet1/Tet2* DKO PGCs are needed to clarify the function of TET1/TET2 in the acquisition of pluripotency by PGCs in vivo.

The concordance between ChIP-seq and microarray data provided evidence that PRDM14 recruits OCT3/4 to enhancer regions of pluripotency genes, leading to their transcription during the conversion from EpiLCs to ESCLCs. The 5mC marks at *Nr5a2*, *Tfcp2l1*, and *Tfap2c* enhancers were removed by PRDM14 in EpiLCs, while 5mC at replication timing regulatory factor 1 (*Rif1*) and spalt-like transcription factor 4 (*Sall4*) enhancers were unchanged. Interestingly, the reactivation of *Rif1* and *Sall4* by PRDM14 was impaired in *Tet1/Tet2* double KD EpiLCs (Figure S4B). These results suggest that TET proteins are involved in the reactivation of *Rif1* and *Sall4* by PRDM14 via DNA demethylation-independent mechanisms. In support of this possibility, TET proteins were required for the recruitment of O-linked N-acetylglucosamine (O-GlcNAc) transferase to target chromatin, which leads to its activation via O-GlcNAcylation of histone H2B (Chen et al., 2013; Vella et al., 2013).

Recently, various groups have independently succeeded in inducing human PGCLCs from human pluripotent

stem cells (PSCs) (Irie et al., 2015; Sasaki et al., 2015; Sugawa et al., 2015). For instance, human PGCLCs were more robustly induced from mesoderm-like cells (iMeLCs) and human ESCs cultured in medium containing four inhibitors, called “4i” medium; they expressed some mesoderm markers. Although most naive pluripotency genes are repressed in the transition from ESCs to EpiLCs in mice, most genes including *KLF2*, *TCL1A*, *ESRRB*, *TFCP2L1*, and nuclear receptor subfamily 0 B1 (*NROB1*) showed low expression in human ESCs/induced PSCs (iPSCs). Although expression of *Prdm14* is closely associated with naive pluripotency in mice, primed human ESCs/iPSCs, primitive streak-like cells, iMeLCs, and 4i ESCs consistently express PRDM14 at moderate levels. Therefore, the specific upregulation of *Prdm14* observed during the transition from pluripotent cells to PGCs in mice does not occur in human PGC specification. The present study has clearly demonstrated that PRDM14 governs the transcriptional network for pluripotency in the absence of BLIMP1 in mice. In contrast to early mouse embryos, epiblast cells in human early embryos need to maintain pluripotency for longer than 10 days until the emergence of PGCs. Furthermore, primitive streak-like cells, which have a high capacity for PGC specification, retain pluripotency markers including NANOG and PRDM14 (Irie et al., 2015; Sasaki et al., 2015). On this basis, we hypothesize that continuous expression of PRDM14 is essential for the long-term maintenance of pluripotent cells to give rise to PGCs in humans. In contrast to our hypothesis, it has also been shown that PRDM14 KD ESCs are competent for PGCLC induction, which led to the conclusion that PRDM14 is not necessary for PGC induction in humans (Sugawa et al., 2015). However, another group has clearly shown that *PRDM14* KD induces human ESC differentiation (Chia et al., 2010), implying that the KD efficiency in the study of Sugawa et al. (2015) was quite low and that conclusions cannot be drawn regarding the role of PRDM14 in human PGC development. Therefore, additional KO studies are needed to clarify the molecular and epigenetic functions of PRDM14 in the human germline.

The conversion of EpiLCs to ESCLCs is similar to the late stage of somatic cell reprogramming, since activation of pluripotency genes by PRDM14 is associated with DNA demethylation of their promoters. Given these findings, we consider that PRDM14-dependent active demethylation of pluripotency genes is required for progression of the late stage of somatic cell reprogramming. This is supported by the fact that *Prdm14* KO fibroblasts failed to be converted to iPSCs in the absence of *Nanog* and *Sox2* reactivation under standard ESC culture conditions (Payer et al., 2013). Furthermore, epigenetic errors result in partially reprogrammed iPSCs and low-grade iPSCs (Stadtfeld et al., 2010; Tran et al., 2015). Our findings provide a framework for

understanding not only physiological but also artificial (e.g., iPSC derivation) and pathological (e.g., the appearance of cancer stem cells) reprogramming.

## EXPERIMENTAL PROCEDURES

### Cell Culture

E14tg2a ESCs were cultured in Glasgow minimum essential medium (Wako) containing 10% fetal calf serum (Invitrogen), 1 mM glutamine (Wako), nonessential amino acid (Wako), and 0.1 mM 2-mercaptoethanol (Wako). The culture was supplemented with LIF (Wako) in the absence of feeder cells.

### Teratoma Formation and Histological Analysis

Approximately  $5 \times 10^6$  EpiLCs expressing PRDM14, cultured without LIF, were injected subcutaneously into both the flanks of female nude mice. After 30 days, the tumors were excised, embedded in paraffin, and sectioned into 4- $\mu$ m-thick slices. H&E staining was done according to the standard protocol. Markers for the three germ layers were monitored with immunofluorescence with antibodies:  $\alpha$ -AFP (Proteintech; 14550-1-AP),  $\alpha$ -SMA (Abcam; ab5694), and  $\alpha$ - $\beta$ -tubulin (Cell Signaling; catalog no. 2146). These experiments were conducted according to the Kwansei Gakuin University Regulation for Animal experimentation.

### Generation of *Prdm14*-Inducible ESCs by ROSA-Tet-Off and piggyBac Tet-On

For the ROSA-Tet-off system, EBRTcH3 cells were transfected with pZhc-Prdm14 and pCAGGS-Cre (Masui et al., 2005). For the Tet-on system, E14tg2a ESCs and BVSC ESCs (Hayashi et al., 2011) were transfected with PB-TET-FLAG-*Prdm14*-IRES-Neo, PB-CARtTA Adv, pCAG-Pbase, and pGG131 (pCAG-DsRed-IRES-Hygro). The cells were grown in selective medium containing 1.5  $\mu$ g/mL puromycin (Sigma-Aldrich) and 200  $\mu$ g/mL hygromycin B (Wako) for 7 days (Okashita et al., 2014). Colonies were picked and analyzed by qRT-PCR and western blotting to determine PRDM14 expression levels, with and without doxycycline.

### RNAi

*Tet1* and *Tet2* small hairpin RNAs (shRNAs) were generated from pLKO.1-puro (Addgene; 8453) or pLKO.1-blast (Addgene; 26655). The *Tet1* and *Tet2* shRNAs were adapted for pLKO.1 plasmids. The RNAi target sequences are presented in Table S1. pLKO.1 lentiviruses were constructed according to the Addgene pLKO.1 protocol (<http://www.addgene.org/>). pLKO.1 plasmids were co-transfected with pCMV-VSV-G (Addgene; 8454) and pCMV-dR8.2 dvpr (Addgene; 8455) into HEK293T cells. Lentivirus-containing supernatants were centrifuge-filtered through a 0.45- $\mu$ m filter. Clarified supernatants were combined using the Lenti-X Concentrator (Clontech) according to the manufacturer's protocol. The mixture was centrifuged, after which the supernatant was carefully removed and the pellet resuspended in DMEM.

For lentivirus transduction, subconfluent iP14 ESCs were incubated with lentivirus-containing DMEM supplemented with 8  $\mu$ g/mL polybrene (Sigma-Aldrich) for 24 hr. After changing the spent medium with fresh medium, cells were selected with

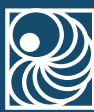

2 µg/mL puromycin (Sigma-Aldrich) or 20 µg/mL blasticidin S hydrochloride (Calbiochem). Knockdown efficiency was analyzed by qRT-PCR and western blotting.

### Generation of *Klf2*-Knockout ESCs Using a CRISPR/Cas9 System

*Klf2* guide RNA was adapted for and generated from the pX330-U6-Chimeric\_BB-CBh-hSpCas9 plasmid (Addgene; 42230). The *Klf2* guide RNA sequences are presented in Table S1. The established plasmid was co-transfected with pCAG-IRES-Puro into the induced PRDM14 ESCs, and the transfected cells were selected with 2 µg/mL puromycin. KLF2 expression was analyzed by western blot.

### Induction of EpiLCs

How the deposited data were processed for this re-analysis (not part of the article)

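Gene expression was measured in 6 cultures of E14tg2a mouse ESCs with a doxycycline-inducible *Prdm14* cassette. They are ESCs, EpiLCs (d2), EpiLCs (d4) and EpiLCs + PRDM14, the EpiLCs with a scramble shRNA, and EpiLCs (d2) and EpiLCs + PRDM14 labelled *Tet1*/*Tet2* KD. Each condition has 1 array, so no comparison has replicates and the number of arrays limits the precision of every value. The authors labelled total RNA with the GeneChip 3' IVT Express Kit and hybridized it to Affymetrix mouse array strips on the GeneAtlas system. The deposited values are log2 signals that the authors made by robust multi-array average with default settings. The submitters' notes name the Affymetrix Expression Console as the software, and its version is not given in the sources used here. The deposited columns of the arrays labelled KD have medians of 5.07, where the others have medians of 5.28 to 5.29, so they probably come from a separate normalization run. Levels of the KD-labelled arrays were therefore compared with the scramble arrays after every array was shifted to a common median.

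Of 45141 probe sets, 104 control probe sets were left out. The annotation gives 1 gene symbol for 28898 of the remaining probe sets, several for 551 and none for 15588, and the named probe sets stand for 17097 genes. Among the probe sets past the threshold with PRDM14 in the scramble arrays, 187 of the higher and 114 of the lower ones have no symbol here. Symbols that are not in this annotation, such as *Tet1*, *Suv39h1* and *Kdm3b*, were not analysed. No signal filter was applied in the main setting.

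A probe set was called higher or lower when the log2 values of a pair of arrays differed by at least 1.5-fold, the threshold the paper prints. Genes were counted when at least 1 of their probe sets passed. The pairs were EpiLCs + PRDM14 minus EpiLCs (d2) in the scramble arrays and in the arrays labelled KD, ESCs minus EpiLCs (d2), EpiLCs (d4) minus EpiLCs (d2), EpiLCs + PRDM14 minus EpiLCs (d4), and each array labelled KD minus its scramble counterpart. The genes named in the text follow a rule set before the data were examined. It takes the 10 genes with the largest increase and the 10 with the largest decrease in each main comparison, every gene that the paper names for these arrays, and from each gene list the 4 members with the largest difference. Where a list or a panel is given by its counts and median, the text names only some of these members. For the pair labelled KD it adds the 10 genes whose response differed most from the scramble pair in each direction. A gene value is that of its brightest probe set over the 6 arrays. For some genes, other probe sets that lie on the other side of the threshold are given too. *Dnmt1*, *Pou5f1*, *Rhox5*, *Sox3*, *Sox15*, *Tet3*, *Tyms* and *Zic2*, the genes with opposite signs in the pairs, the Y-linked *Uba1y* and the trophoblast factor genes fall outside the rule and were named after their values were seen.

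Also fixed at that point were 30 gene lists with 565 symbols, of which 488 were measured. They cover naive, core and primed pluripotency, early and late germ cells, the 2-cell-like state, DNA methylation, TET enzymes with base excision repair, H3K9 methylation, PRC2, targets of FGF-ERK, LIF-STAT3, WNT and activin-nodal signalling, primitive streak with mesoderm, endoderm, neural ectoderm, trophoblast, fibroblasts, G1-S and E2F targets, G2-M, p53 targets, glycolysis, the respiratory chain, cholesterol synthesis, iron handling, the cytoskeleton, the interferon response, imprinted genes and housekeeping genes. A further 20 lists hold the genes the paper names in its text and figures. The median difference of each fixed list was ranked among 10000 random lists matched on mean signal in 20 bins, with a fixed seed. These percentiles describe the arrays and are not p-values.

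Arrays were compared by Pearson correlation over all probe sets and average linkage. Probe sets past the threshold were clustered by average linkage on Pearson correlation over the scramble and ESC arrays, into 2 clusters per direction. Overlaps of differences that share the array of EpiLCs (d2) were set beside 100 simulated sets of arrays without effects, with the spread of the arrays at each signal level. Shares have 95% Wilson intervals, and medians over probe sets have 95% intervals from order statistics. Recovery of the threshold was tested on simulated data in which 200 probe sets differed by a known amount. At a true 1.5-fold decrease 50.5% were recovered in the scramble pair and 46.0% in the pair labelled KD.

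The alternatives were a 2-fold threshold, EpiLCs (d4) as the reference array, a filter on dim probe sets, a median shift or a renewed quantile normalization of all arrays, other rules for going from probe sets to genes, Spearman or Euclidean distances, the 1000 most variable probe sets, complete linkage, clustering over all arrays, unmatched random lists, the pair labelled KD for the lists, other definitions of ESC-high probe sets, and other selections of probe sets for the comparison of the pairs. The computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. Gene ontology enrichment, the EpiSC and PGCLC data and the comparisons with chromatin data were not analysed here.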

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

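The tests on the choice of probe sets, on separate normalization, on the day 2 level in the arrays labelled KD and on the keratin and placenta genes, and the use of the naive list against culture, were chosen only after the result was seen.

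A small number of probe sets passed 1.5-fold with PRDM14 in opposite directions in the scramble pair and in the pair labelled *Tet1*/*Tet2* KD. In the scramble pair 11 were higher and in the other pair lower, where independent lists would give 16.1. They belong to 8 genes, *C730049O14Rik*, *Cnpy1*, *Dpp4*, *Eras*, *Kank3*, *Lifr*, *Mical1* and *Stmn2*. In the pair labelled KD, *Eras* was at -0.64 and the LIF receptor gene *Lifr* at -0.77, but at -0.06 and -0.12 at its dimmer probe sets. In the opposite direction, only 3 probe sets were lower in the scramble pair and higher in the other, against 10.1 for independent lists. *Cdkn1c*, an imprinted inhibitor of the cell cycle, was the named gene. These genes stand here because their differences have opposite signs in the pairs, and that difference was not tested.

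Gene lists that the paper does not discuss also stood apart from random lists. Of 8 genes of the 2-cell-like state, 7 were higher in EpiLCs + PRDM14 than in EpiLCs (d2), with a median of 1.41, led by *Tcstv1* (2.39), the deubiquitinase gene *Usp17la* (2.33) and *Zscan4a* (2.19). In the pair labelled KD the median was 1.44, and in EpiLCs (d4) without PRDM14 it was 0.43. Relative to EpiLCs (d4), EpiLCs + PRDM14 had a median of 0.55 with 4 genes past the threshold. The paper names 2 of the genes, and several belong to families of near-identical copies. Targets of FGF-ERK signalling were lower, with a median of -0.39 over 20 genes, 6 of them past the threshold, such as the feedback inhibitor genes *Dusp4* (-1.41) and *Spry2* (-0.90) and the ETS factor gene *Etv1* (-1.54). *Fgfr2* was the single higher member (0.62). EpiLCs (d4) without PRDM14 were themselves at -0.15 relative to day 2 in the median of this list, and EpiLCs + PRDM14 at -0.225 relative to EpiLCs (d4), with 5 of 20 lower. Targets of activin-nodal signalling were lower too, with a median of -0.38 and 4 of 9 past the threshold, among them *Skil*, which encodes a SMAD corepressor (-0.88), and *Foxh1*, which encodes a SMAD partner (-0.79), and 6 of the 9 belong to another list. That median was -0.41 relative to EpiLCs (d4). Genes of cholesterol synthesis had a median of -0.44, with 4 of 15 lower, namely *Insig1* (-1.18), *Cyp51* (-0.97), *Msmo1* (-0.73) and *Fdft1* (-0.64), and relative to EpiLCs (d4) the median was -0.30. Targets of p53 had a median of 0.22, with *Perp* (2.36), *Btg2* (0.85), *Plk2* (0.78) and *Zmat3* (0.77) higher of 15, and *Perp* was higher by 1.66 in EpiLCs (d4) as well, where the list median was 0.20. The p53 median was also 0.20 for EpiLCs + PRDM14 relative to EpiLCs (d4), with 3 genes higher and 1 lower. The respiratory chain genes had a median of 0.13, and of 0.11 relative to EpiLCs (d4), without a member past the threshold in either.

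Some genes of chromosome Y were lower in both arrays labelled KD, which the paper does not report. At day 2 and after centring, *Uty*, a histone demethylase family gene, was at -1.73, *Eif2s3y*, a translation factor gene, at -1.68 and *Uba1y*, a ubiquitin-activating enzyme gene, at -0.78 relative to scramble EpiLCs (d2). With PRDM14 the differences were -1.39, -1.88 and -1.28. These 3 of 9 Y genes above the median signal were lower past 1.5-fold in both arrays. None was higher past it in either. *Zfy1* was at -0.56 at day 2 and -0.63 with PRDM14, while *Ssty1* was at 0.32 and 0.28. *Uba1y* also varied between the scramble arrays, from 2.77 above the array median in EpiLCs (d2) to 1.53 in EpiLCs (d4).

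Probe sets high in ESCs had a smaller difference between EpiLCs + PRDM14 and EpiLCs (d2) in the pair labelled KD. There *Tet2* was not lower at day 2 and lower, short of 1.5-fold after centring, with PRDM14. Picking probe sets by the scramble pair may be a part of the cause, because the median was -0.13 when they were picked by the mean of both pairs. Over all 1063 probe sets higher in ESCs than in EpiLCs (d4), picked without any response, the median was -0.131 (-0.165 to -0.105), with 688 below 0. Over all 45037 probe sets it was -0.003. Picking by the scramble pair cannot lower a set chosen without a response, so these values argue against picking as the whole cause in these probe sets. The interval holds no spread between cultures, so a difference between single cultures stays open. Quantile normalization of all 6 arrays together (-0.112) moved the response by only 0.0221 in the median and so decides nothing about separate normalization. In the same probe sets, the centred level with PRDM14 was 0.0396 higher in the array labelled KD, and the level at day 2 was 0.20 higher (0.18 to 0.23). A higher starting level in the line labelled KD may therefore account for the smaller response, and whether that comes from the knockdown, from the cultures or from the arrays stays open with 1 array each.

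Probe sets higher in EpiLCs + PRDM14 than in EpiLCs (d2) could owe this to further culture up to day 4 and the change of medium. Over the 777 probe sets higher in the pair labelled KD, whose choice uses no scramble array, EpiLCs (d4) lay 0.31 above EpiLCs (d2) in the median (0.27 to 0.36) and EpiLCs + PRDM14 lay 0.57 above it. The first interval ends below 0.43, which is 75% of the second value and was the bound set for culture as the whole cause, and the naive pluripotency list had a median of -0.0031 in EpiLCs (d4) against day 2 but of 1.00 in EpiLCs + PRDM14 against EpiLCs (d4), both of which argue against culture as the whole cause. EpiLCs + PRDM14 exceeded EpiLCs (d4) by 0.23 (0.19 to 0.26) in the median. Culture as part of the cause, an effect of PRDM14 and, with 1 array each, a difference between the cultures other than PRDM14 remain open.

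Keratin and placenta genes of the trophoblast list were higher in the pair labelled KD. Cells of the trophoblast lineage can be neither excluded nor shown as the source, since the 9 measured transcription factor genes of the list, among them *Cdx2*, *Elf5*, *Hand1* and *Tead4*, had a median difference of 0.13 (95% interval 0.02 to 0.61), and *Gata2* (0.61) and *Ascl2* (0.83) passed 1.5-fold. The course of the culture to day 4 without PRDM14 is a candidate explanation, as 6 of the 7 higher members, *Krt7*, *Krt8*, *Krt18*, *Krt19*, *Plac1* and *Ascl2*, were also higher in scramble EpiLCs (d4) than in EpiLCs (d2). The seventh was *Gata2*. No array of day 4 without PRDM14 belongs to the KD-labelled set, so an effect of PRDM14 or of the knockdown also stays open.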

How the results depend on the processing

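The median over all ESC-high probe sets, picked without any response, all alternatives for single genes and the quantile normalization of *Tet2* and *Prdm14* were added after the result was seen, while picking by the mean of both pairs was set as an alternative from the start and only its use as a test of picking came after. Of the counts, shares, correlations and list medians recomputed under the alternatives, 159 kept their direction and their side of the threshold or stayed within their interval, 27 moved, 8 became stronger, 6 weaker and 9 reversed. For single genes, 416 values stayed, 15 became stronger, 26 weaker and 8 reversed. With EpiLCs (d4) as the reference, 67 stayed, 6 became stronger, 12 weaker and 8 reversed. Most values that stayed came from quantile normalization (90 in the scramble pair, 92 in the pair labelled KD) and the mean of the probe sets (83 and 84). Both keep the reference array, and the mean cannot change a gene with a single probe set. The pooled counts therefore say little about the choice of reference.

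At 2-fold, 314 probe sets of 208 genes were higher with PRDM14 and 147 of 99 genes lower, which follows from the stricter threshold. The share of higher probe sets that were also higher in ESCs was then 29.3%, and the KD-minus-scramble medians were -0.54 for the other higher probe sets and 0.33 for the lower ones. With EpiLCs (d4) as the reference, 567 probe sets were higher. The correlation with ESCs gained with PRDM14 turned from -0.000762 to 0.00530, and the excess of the correlation with EpiLCs over that with ESCs went from 0.00219 to 0.00378. The shares found again in the pair labelled KD were 29.8% and 28.4%, and ESC shares taken against EpiLCs (d4) were 22.0% and 31.9%. List medians reversed for trophoblast (-0.0616), G1-S (0.0049) and cytoskeleton genes (-0.0443). Those of late germ cell (0.17), PRC2 (0.19), glycolysis (-0.11) and imprinted genes (-0.59) passed the percentile limits, and those of WNT targets (-0.036) and interferon genes (-0.0618) no longer did. Genes that reversed were *3830417A13Rik* (-1.13), *Ccne1* (0.10), *Ifitm1* (-0.09), *Nefl* (0.63), *Nrk* (-1.17), *Rhox6* (-0.10), *Rhox9* (-0.0942) and *Tead1* (-0.12). The cause was not tested.

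With the mean of the probe sets of a gene, 366 genes were higher and 255 lower, the median of WNT targets was -0.0559 and no longer past the limit, and that of neural genes was 0.0747 and past it. Against unmatched random lists the WNT median of -0.106 no longer passed. In the pair labelled KD the core pluripotency median reversed (-0.19), WNT targets (-0.0858) and interferon genes (-0.0538) no longer passed, and primitive streak (0.0869), glycolysis (-0.18) and imprinted genes (0.19) did. The correlation gained with PRDM14 was -0.00160 by Spearman, -0.00678 over the 1000 most variable probe sets and -0.00124 without dim probe sets, where the excess for EpiLCs was 0.0875 over the variable and 0.00497 over the bright probe sets. Complete linkage gave 347 and 526 probe sets in clusters 1 and 2, and clustering over all 6 arrays gave 118 in cluster 3. The cause was not tested for these.

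The comparison of the pairs depends on how probe sets were picked. Picked by the mean of both pairs, the KD-minus-scramble medians were -0.13 for ESC-high, -0.0386 for other higher and -0.0384 for lower probe sets, the last reversed. Picked by the pair labelled KD they were 0.17, 0.38 and -0.38, all reversed, so the sign follows the pair used for picking. Over all ESC-high probe sets, picked without any response, the median was -0.13. For ESC-high probe sets picked by the scramble pair, the median was -0.32 when ESCs were set against the KD-labelled EpiLCs (d2) in place of EpiLCs (d4). A true 1.5-fold decrease lies at the threshold itself. About as many simulated probe sets then pass as fail whatever the noise (50.5% passed), so this share does not measure precision. Probe sets close to the threshold can fall on either side of it, and dim probe sets, whose signal lies near the background, limit small differences further.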

Differences from the paper's values

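The alternatives for single genes in this part were chosen after the result was seen. For 5 of 6 genes of Fig. 6D the difference between EpiLCs + PRDM14 and EpiLCs (d2) lay more than 0.05, the tolerance taken for reading by eye, from that of the drawn intensity values, and *Rif1* and *Sall4* only just so. For *Nr5a2* the paper's value is about 0.71 in Fig. 6D, read by eye, and the value here is 1.49. For *Tfcp2l1* the paper's value is about 0.45 in Fig. 6D, read by eye, and the value here is 1.10. For *Rif1* the paper's value is about 0.45 in Fig. 6D, read by eye, and the value here is 0.38. For *Tfap2c* the paper's value is about 2.9 in Fig. 6D, read by eye, and the value here is 1.99, or 2.61 at its other probe set. For *Sall4* the paper's value is about 0.61 in Fig. 6D, read by eye, and the value here is 0.56. No alternative for these genes was set before the data were examined. Of those added, the mean of the probe sets (2.30 for *Tfap2c* and 0.39 for *Sall4*) left all 5 differences in place, and quantile normalization all but that of *Sall4* (0.57). For *Tcl1* the value lay within the tolerance.

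The counts of genes lie within 1.5 times of the paper's, with 559 against the paper's 669 higher genes and 391 against the paper's 480 lower ones. They differ by more with a 2-fold threshold (208 and 99), with the mean of the probe sets (366 and 255) and, for the higher genes, with EpiLCs (d4) as the reference (379). The paper's Fig. 2B, read by eye, has about 890 higher and about 600 lower probe sets, where 873 and 587 were counted here.

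The paper states that the profile of EpiLCs + PRDM14 is more similar to that of ESCs than to that of EpiLCs. Here its correlation was 0.988 with ESCs and 0.991 with EpiLCs (d2), and ESCs joined the tree last, under Pearson and Euclidean distances. Its correlation with ESCs was nevertheless higher than that of EpiLCs (d4), 0.983. The paper presents a knockdown of *Tet2*, and *Tet2* was 0.17 higher in the KD-labelled array of day 2 after centring, although with PRDM14 it was at -0.54. It describes the response of PGC-enriched genes as normal in the knockdown. The response of *Dppa3* was close in both pairs (1.91 and 2.07), while *Rhox9* (1.09 and 3.01), *Rhox6* (1.39 and 3.01) and *Tfap2c* (1.99 and 2.9) had larger differences in the pair labelled KD. It states that reactivation of *Sall4* is impaired there, and the values here were 0.56 and 0.48, whereas those of *Rif1* were 0.38 and -0.02. Neither gene passed 1.5-fold in either pair at its brightest probe set. Some genes that the paper's figures place among those past the threshold were short of it at their brightest probe set, namely *Sox2* (0.54), *Ddb1* (0.58), *Sin3b* (0.57), *Hells* (-0.57), *E2f2* (-0.22), *Mov10* (-0.05), *Tcf7l1* (0.41) and *Chd7* (-0.21). Another probe set passed for *Hells* (-0.84), *E2f2* (-0.95), *Mov10* (0.66), *Tcf7l1* (0.80) and *Chd7* (-0.68). With EpiLCs (d4) as the reference, *Sox2* (0.70) and *Chd7* (-0.91) passed, with quantile normalization *Ddb1* (0.61) and *Sin3b* (0.60), and with the mean of the probe sets *Tcf7l1* (0.60) and *E2f2* (-0.585). The paper places *Dazl*, *Piwil2*, *Dppa2* and *Dppa4* among the genes that PRDM14 did not activate, as was found against EpiLCs (d2), but against EpiLCs (d4) they were higher by 1.51, 0.77, 0.77 and 0.69. In Fig. 2C *Ccne2* is printed beside cluster 3, and it fell into cluster 4 here.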

Other observations

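No tests were run for this part beyond the ranking among random lists. Genes of the cytoskeleton list, which is not limited to actin, were higher in EpiLCs + PRDM14 than in EpiLCs (d2). Of 21 genes, 10 were higher past 1.5-fold and 1 was lower, with a median of 0.39 above all random lists. Of the 21, 4 stand in another list. *Myl9* was higher by 2.28, *Cald1* by 2.07, the calponin gene *Cnn2* by 1.78 and the filamin gene *Flna* by 1.11, while *Vim*, which encodes vimentin, was lower (-1.09). In EpiLCs (d4) without PRDM14 the median was 0.70 and 11 were higher, and in the pair labelled *Tet1*/*Tet2* KD it was 0.36. Imprinted genes went both ways, 4 of 16 higher and 4 lower, with a median of 0.01. *Peg3*, a paternally expressed zinc-finger gene, was higher by 1.59 and *Ndn*, which encodes necdin, by 1.04, whereas the noncoding *Rian* (-1.58) and *Meg3* (-0.97, and -2.21 at its largest probe set) of the Dlk1-Dio3 domain were lower. In EpiLCs (d4) 10 of the 16 were higher than at day 2 and the median was 0.72, with *Rian* higher by 1.59. EpiLCs + PRDM14 relative to EpiLCs (d4) had 1 imprinted gene higher and 9 lower, with a median of -0.59. Genes of G1-S and E2F targets were lower, 8 of 30 past the threshold with a median of -0.34, of which the paper names 4. Among them were *Tk1*, which encodes thymidine kinase (-0.77), *E2f3* (-0.71) and *Tyms*, which encodes thymidylate synthase (-0.66). In EpiLCs (d4) the median was -0.25, and for EpiLCs + PRDM14 relative to EpiLCs (d4) it was 0.0049 with 3 of 30 lower.

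Targets of LIF-STAT3 had a median of 0.06, with 4 of 15 higher including *Il6st*, the gene of the receptor subunit gp130 (0.80), and 6 of the 15 stand in another list. WNT targets had a median of -0.11 at percentile 1.07 without a member past the threshold. That percentile was 12.29 relative to EpiLCs (d4) and 3.02 in the pair labelled KD. The percentile limit was not passed with the mean of the probe sets or with unmatched random lists either. Genes of iron handling were at -0.17, with the transferrin gene *Trf* at -0.54, and interferon response genes at -0.11, with *Irf1* lower (-1.04). The median was 0.01 for 16 glycolysis genes, where the glucose transporter gene *Slc2a3* (1.43) and the phosphofructokinase gene *Pfkp* (0.86) were higher and *Pdk1*, which encodes an inhibitor of pyruvate oxidation, lower (-0.98). It was -0.07 for 19 G2-M genes, with none past the threshold, and 0.01 for 12 PRC2 genes, of which *Rbbp7*, which encodes a histone-binding subunit, was lower (-0.64).

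In the arrays labelled KD, genes that the paper followed by RT-qPCR in conditions of the same names were measured too. With PRDM14, *Nanog* was higher by 1.50, *Tcl1* by 0.88, *Esrrb* by 0.78, *Klf2* by 0.76 and *Sox2* by 0.17, and *Dnmt3b* was at -1.24.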
